# The spleen tyrosine kinase inhibitor entospletinib resolves inflammation to promote repair following acute kidney injury

**DOI:** 10.1172/jci.insight.189601

**Published:** 2025-08-22

**Authors:** Esteban E. Elias, Arthur Lau, Sisay Getie Belay, Afshin Derakhshani, Graciela Andonegui, Craig N. Jenne, Antoine Dufour, Nathan A. Bracey, Justin Chun, Daniel A. Muruve

**Keywords:** Inflammation, Nephrology, Chronic kidney disease, Drug therapy, Macrophages

## Abstract

Nonresolving inflammation and maladaptive renal repair contribute to the pathogenesis of acute kidney injury (AKI) transition to chronic kidney disease (CKD). Few therapies have been identified that can modulate these injurious pathways following AKI. Spleen tyrosine kinase (SYK) is an immune regulator expressed in the kidney and a potential therapeutic target for AKI. The effect of the selective SYK inhibitor entospletinib was studied in AKI-to-CKD transition. Entospletinib was administered to mice undergoing unilateral renal ischemia-reperfusion injury (IRI), with kidneys analyzed over 14 days. Single-cell RNA sequencing, digital spatial profiling, intravital microscopy, and flow cytometry were employed to study renal phenotypes. Entospletinib administered before and after IRI protected ischemic kidneys and significantly attenuated the transition to CKD. Entospletinib targeted leukocyte-expressed SYK and prevented neutrophil/monocyte recruitment to the kidney. Entospletinib reduced nonresolving tubulointerstitial inflammation after AKI by blocking activation of mannose receptor-1– and C-type lectin domain family 7 member A–expressing proinflammatory macrophages. The resolution of renal inflammation mediated by entospletinib was associated with a reciprocal increase in resident macrophages, reparative gene expression, preserved tubular integrity, and reduced renal fibrosis. The SYK inhibitor entospletinib resolves renal inflammation and promotes repair following AKI.

## Abstract 2

The SYK inhibitor, entospletinib prevents non-resolving renal inflammation and enhances repair pathways in the kidney following acute injury limiting the development of chronic kidney disease.

## Introduction

Acute kidney injury (AKI) is associated with significant morbidity and mortality. Aside from supportive care, currently there are no specific therapies available for AKI (1, 2). Patients with AKI from a variety of causes such as sepsis or ischemia-reperfusion injury (IRI) are at increased risk of progression to chronic kidney disease (CKD), a process termed AKI-to-CKD transition (3). Tubular injury and persistent or nonresolving renal inflammation that follow severe AKI results in maladaptive repair, loss of functional tissue, and excessive ECM deposition that leads to CKD (4–7). The development of CKD after AKI further increases the risk of adverse patient outcomes, such as end-stage kidney disease, cardiovascular disease, and death (8, 9).

Kidney repair is a complex biological process that is activated during injury to resolve inflammation, maintain cellular integrity, and enhance cellular regeneration to preserve kidney structure and function. Virtually all cell types in the kidney participate in repair, including tubular epithelium, endothelium, stroma, and leukocytes (10–14). While inflammation contributes to kidney injury, leukocytes, in particular macrophages, are essential to promote renal repair (12, 13, 15). Both resident and recruited renal macrophages display plasticity during injury and can switch from a proinflammatory to an antiinflammatory and reparative phenotype based on signals derived within the injured renal microenvironment. We and others have characterized many of the factors that regulate this phenotypic switch, including cytokines, growth factors, and danger-associated molecular patterns (DAMPs) released from injured tubular cells, perivascular and other interstitial stromal cells, as well as macrophages themselves (4–6, 10, 16–23). Despite these studies, it is evident that kidney macrophages exist on a spectrum with overlapping cell surface markers and functions (15), decreasing the likelihood that therapeutic targeting of distinct macrophage populations could be achieved to improve renal outcomes after AKI. Rather, altering the balance between kidney inflammation and repair may be a more effective strategy to shape the phenotype of the AKI-to-CKD transition. Potential therapies for AKI targeting injury prevention and/or early events such as acute inflammation or tubular cell death have been reported (4, 24–26); however, few clinically viable pharmacologic agents have been identified that can modulate post-AKI pathways that drive nonresolving inflammation or kidney repair.

Spleen tyrosine kinase (SYK) is a non–receptor tyrosine kinase highly expressed in hematopoietic cells and involved in various biological functions, including cellular adhesion, immune recognition, and vascular development (27). SYK exerts its actions downstream of B cell, Fcγ, and C-type lectin receptors. Several SYK inhibitors such as fostamatinib and entospletinib are under clinical development primarily for hematologic disorders and B lymphocyte malignancies, with fostamatinib being first approved for the treatment of immune thrombocytopenia (28, 29). In the kidney, SYK is expressed in resident and recruited myeloid cells such as macrophages and to a much lesser degree in parenchyma such as tubular cells, mesangial cells, and interstitial myofibroblasts (30–32). SYK has been shown to participate in the pathogenesis of nonimmune experimental renal injury. For example, following IRI in mice, SYK regulates the recruitment and activation of proinflammatory neutrophils and macrophages. Pharmacologic inhibition of SYK using compounds such as CC-0417 and BAY61-3606 diminished IRI-induced acute renal inflammation and tubular injury, with reduced leukocyte recruitment and a downregulation of proinflammatory cytokines including IL-1β, TNF-α, IL-6, and CCL2 (33). Mice with SYK-deficient myeloid cells display a similar phenotype to those treated with pharmacologic inhibitors, suggesting the SYK exerts the majority of its effects in leukocytes during kidney injury (30). Consistent with these reports, C-type lectin domain family 4 member E (CLEC4E, Mincle) signaling via SYK was shown in several studies to mediate acute inflammation during experimental AKI (19, 23, 34). Finally, SYK was found to be highly expressed in renal macrophages following unilateral ureteric obstruction in mice. SYK inhibition with CC-0417 significantly reduced inflammation and fibrosis in this model (35). Thus, the existing evidence shows that SYK participates in both renal inflammation and fibrosis, establishing it as a potential therapeutic target for both AKI and CKD.

Entospletinib is a second-generation, selective, and potent SYK inhibitor that is currently in clinical development for hematologic malignancies with a favorable short-term safety profile (36, 37). In this study, entospletinib-mediated renoprotection was used as a model to interrogate inflammation and repair pathways in mice undergoing IRI and AKI-to-CKD transition. Entospletinib significantly attenuated AKI-to-CKD transition, with its major effect in resident and recruited leukocyte populations. Importantly, entospletinib blocked proinflammatory signaling in macrophages expressing the SYK-dependent receptors macrophage mannose receptor-1 (CD206) and C-type lectin domain family 7 member A (CLEC7A) that resolved inflammation and enhanced kidney repair pathways. These data identify SYK as a mediator of nonresolving renal inflammation and entospletinib as a potential therapeutic agent to mitigate AKI-to-CKD transition in humans.

## Results

### Entospletinib protects against AKI-to-CKD transition.

To explore the impact of entospletinib on AKI-to-CKD transition, we employed a model of maladaptive repair induced by unilateral renal IRI. Mice were administered intraperitoneal injections of entospletinib (20 mg/kg) or vehicle (DMSO) 30 minutes prior to IRI of the left kidney without contralateral nephrectomy. At this dose in mice, entospletinib is approximately 10-fold lower than the human equivalent dose based on allometric scaling and reached a peak plasma concentration of 1.69 μM at 6 hours following a single intraperitoneal injection, which is near the drug EC_50_ and less likely to cause off-target effects (36) (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189601DS1). Treatment continued with daily injections for the first 6 days, followed by injections every other day until 14 days (Supplemental Figure 1C). In this unilateral IRI model, survival was 100% after 14 days, with no significant changes in body weight (Supplemental Figure 1D). Periodic acid–Schiff (PAS) staining of contralateral kidneys indicated that entospletinib did not affect normal renal architecture (Supplemental Figure 1E). Furthermore, entospletinib displayed minimal impact on primary human tubular epithelial cells, with no cell death observed following 24 hours of drug exposure (1 μM) in vitro (Supplemental Figure 1, F and G). Thus, consistent with the clinical experience, short-term administration of entospletinib does not cause renal toxicity in mice.

Immunoblotting of whole kidney lysates confirmed SYK expression and phosphorylation at Y519/520 one day after IRI, which was diminished by entospletinib treatment (Figure 1, A and B), confirming that the drug effectively targeted SYK in the kidney. On days 7 and 14 after IRI, macroscopic changes were evident in ischemic kidneys from vehicle-treated mice, with renal size (expressed as weight) reduced by approximately 25% and 44%, respectively, compared with contralateral uninjured kidneys (Figure 1C). PAS staining revealed increased inflammatory infiltrates and persistent tubular injury after IRI, characterized by the absence of brush borders, tubular cell flattening, and cast formation (Figure 1, D and E). The number of glomeruli per unit area was also increased as an indicator of kidney parenchymal loss and tubular atrophy (Figure 1F and Supplemental Figure 2) (38). In comparison, ischemic kidneys from entospletinib-treated mice were larger and displayed improved histopathologic findings, with reduced tubular injury and atrophy.

Entospletinib also reduced renal fibrosis after IRI. As expected, kidneys on day 1 after IRI stained negative for fibrosis using Masson’s trichrome staining, despite tubular injury. By days 7 and 14, renal tubulointerstitial fibrosis increased in ischemic kidneys from vehicle-treated mice, indicating AKI-to-CKD transition (Figure 2A). Quantification revealed that entospletinib significantly reduced renal fibrosis area compared with vehicle-treated mice (6.74% ± 0.71% vehicle vs. 2.40% ± 0.55% entospletinib on day 7 and 13.00% ± 1.51% vehicle vs. 3.96% ± 1.05% entospletinib on day 14) (Figure 2B). Fibrosis was also assessed by immunoblotting and immunofluorescence microscopy. α-Smooth muscle actin (αSMA) protein expression and αSMA^+^ cells increased in the kidneys of vehicle-treated mice at 7 and 14 days after IRI in direct correlation with area of fibrosis, a response that was effectively inhibited by entospletinib (Figure 2, C–F).

To determine whether entospletinib was effective in established AKI (the more common clinical presentation in humans), the drug was initiated in mice at 24 hours after injury. At 14 days, mice treated with entospletinib displayed larger kidneys compared with vehicle-treated ischemic controls (kidney weight reduction ~40% control vs. 20% entospletinib) (Figure 3A). Consistent with the improved gross kidney changes, entospletinib-treated mice also showed reduced histopathologic tubular injury and interstitial fibrosis (Figure 3, B–D). Collectively, these data show that the SYK inhibitor entospletinib prevents IRI-induced AKI-to-CKD transition. Importantly, entospletinib is also effective when given after AKI, suggesting that it modulates pathways beyond the acute phase of kidney injury.

### Entospletinib promotes tubular integrity.

To better characterize the phenotypic changes induced by entospletinib treatment in the tubular compartment during IRI, digital spatial profiling (DSP) using the GeoMx platform was employed. 

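For DSP, kidney sections carried the probes of the GeoMx Mouse Whole Transcriptome Atlas, whose barcodes are released by UV light from a chosen area and counted by sequencing. The authors deposited, for each segment, the counts of UMIs per probe that the GeoMx NGS Pipeline made from the reads, without normalization or background subtraction. A UMI marks a single released barcode, so that PCR copies of it count once. Counts were available for 94 segments, 46 of macrophages and 48 of tubular cells, from 14 sections in 7 groups. The groups were uninjured control kidneys and kidneys of vehicle- or entospletinib-treated mice on days 1, 7, and 14 after IRI, with 2 sections per group that the prefix of the sample labels tells apart. The labels do not state in words that a prefix stands for 1 mouse. In the control, day 1, and day 7 groups each section had 1 region in the medulla and 2 in the cortex, and in the day 14 groups each had 2 of each. The files list 20175 probes by identifier and do not pair them with gene names, so all values are given per probe. Counts were summed over the regions of each section and compartment, so that the section was the replicate (n = 2 per group). The sums were normalized by the upper quartile, as the paper did, and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 14 sums of a compartment. A probe was called when its adjusted p was under 0.05 and its absolute log2 fold change above 1. In simulated counts with the same totals, 98.5% of the probes changed 3-fold and 41.8% of those changed 2-fold were called between the entospletinib- and vehicle-treated groups on day 14 in tubules, and 73.1% and 19.4% in macrophages. A 2-fold change lies at the log2 threshold of 1, which by itself holds down the share called at 2-fold. The lowest total of a section was 9404235 counts in tubules, in a control kidney, and 117693 in macrophages, in an entospletinib-treated kidney on day 7. Macrophage segments of vehicle-treated kidneys on day 14 had a median of 577512 counts, and those of entospletinib-treated kidneys a median of 160578.

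**Figure D1:**
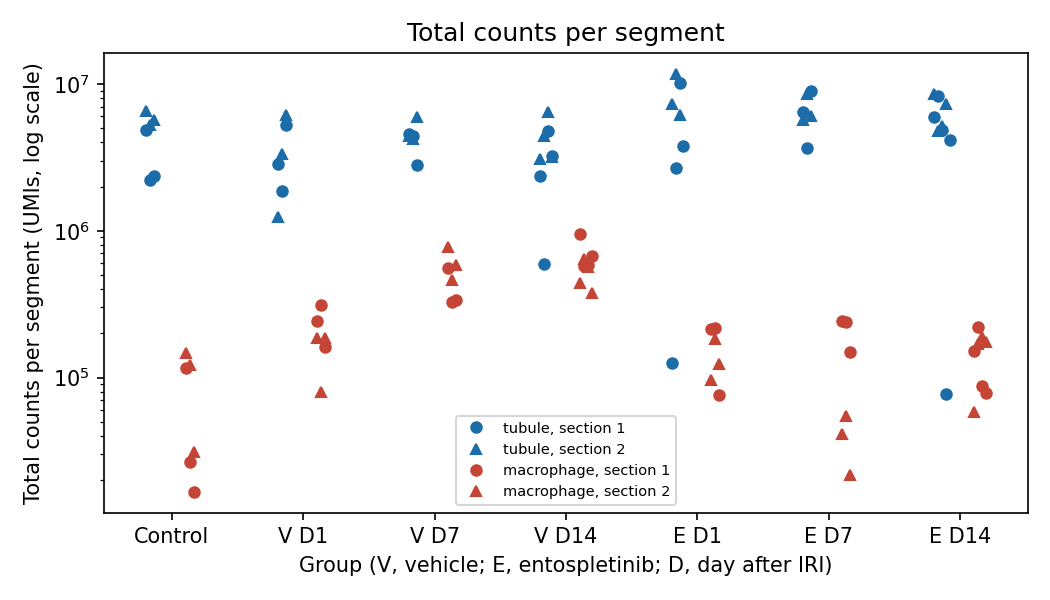
Total counts (UMIs) of each segment on a log scale, by group, for tubular (blue) and macrophage (red) segments, with circles for the sections of the first label prefix and triangles for those of the second. Tubular segments lay between 77621 and 11699181 counts and macrophage segments between 16693 and 947255.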

Kidney sections from vehicle- or entospletinib-treated mice on days 1, 7, and 14 after IRI were stained with anti-IBA1 (macrophages), anti-panCK, and anti-CD10 (tubular cells) to identify renal compartments and subsequent cell segregation (Supplemental Figure 3). The specificity of IBA1 and panCK/CD10 markers to differentiate between macrophage and tubular cell populations was confirmed by single-cell RNA-seq (scRNA-seq) (Supplemental Figure 4). Eighty-seven regions of interest (ROI) containing 12,661 cells were selected from both the cortex and medulla. 

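The sample labels name 46 ROIs, 28 in the cortex and 18 in the medulla, each with a macrophage segment and a tubular segment. A second tubular segment was deposited for 2 of the ROIs, both in the cortex. It held 2688479 counts beside 125254 in the first segment in 1 ROI of an entospletinib-treated kidney on day 1, and 4136936 beside 77621 in 1 ROI of an entospletinib-treated kidney on day 14. Across probes, which are not independent replicates, Pearson's r of log2 CPM between the 2 segments of a region was 0.75 and 0.70. Both segments entered the sum of their section.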

Cells were then segregated according to their antibody label (areas of illumination, AOIs) followed by whole transcriptome sequencing of the 2 populations. Differential gene expression between IBA1- and panCK/CD10-defined AOIs confirmed good separation of macrophage and tubular cell compartments using this approach (Supplemental Figure 5 and Supplemental Data File 1). 

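The 14 macrophage sums were compared with the 14 tubular sums in a model that also held the group. Of 20175 probes, 369 were called higher in macrophages, with a median log2 fold change of 1.35 and a highest of 4.34, and 113 were called higher in tubules, with a median log2 fold change of -1.12. The 2 compartments differed in the direction of the call in every section for 310 of these 482 probes, and in at least 9 of the 14 sections for the others. The alternative that moved this number most was to thin all sums to the lowest total, after which 4953 probes could be tested and 372 were called, 291 of them among the 482. In a principal component analysis of log2 CPM, the first component held 29.6% of the variance of the 28 sums. On it, the macrophage sum lay higher than the tubular sum of the same section in 14 of 14 sections. Across sections, 11 of the 14 macrophage sums lay below the highest tubular sum, that of vehicle-treated section 2 on day 14, and 4 below the highest of the other 13. A single boundary on this component misplaced 4 of the 28 sums. The mean silhouette width of the 2 compartments, which is 1 for complete separation and 0 for none, was 0.15 over the sums and 0.17 over the single segments. The sums with the lowest totals set the axes. The macrophage sum with the lowest total lay at 233.8 on the first component, and a control macrophage sum of 159453 counts lay at 196.2 on the second.

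**Figure D2:**
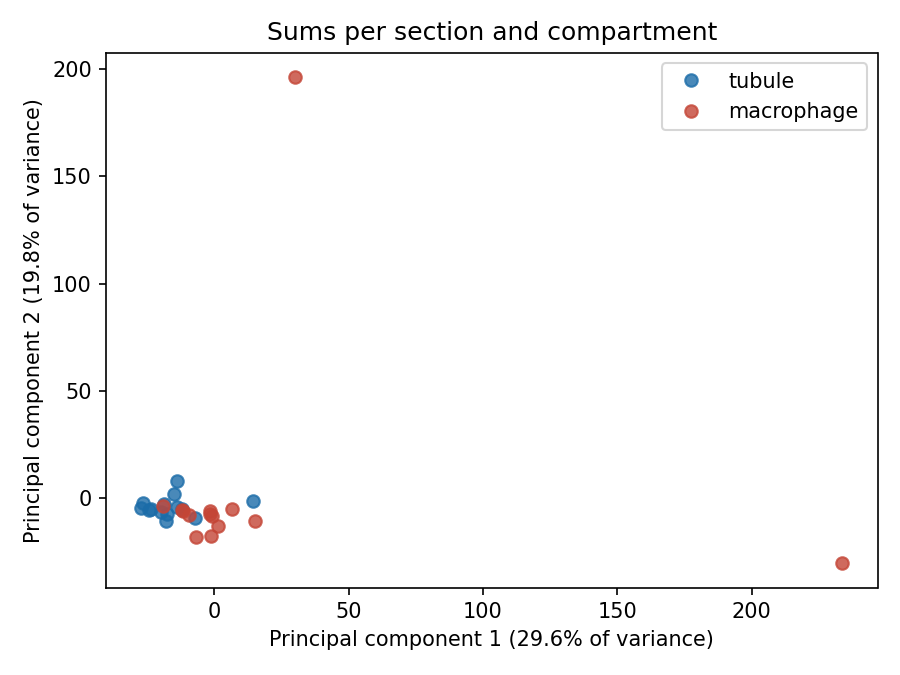
First and second principal components of log2 CPM, 1 point per section and compartment, with tubular sums in blue and macrophage sums in red. On the first component 13 tubular sums lie at -7.16 or lower and 1 at 14.4, and 10 of the 14 macrophage sums lie above -7.16.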

Differential gene expression analysis was next performed in panCK/CD10-defined segments to determine the effects of entospletinib on tubular phenotype following kidney injury. Few differentially expressed genes were detected in the tubular compartment of ischemic kidneys between vehicle- and entospletinib-treated mice on day 1 after IRI (Supplemental Figure 6). 

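On day 1 after IRI, 0 of 20175 probes were called between tubules of entospletinib- and vehicle-treated kidneys by edgeR, and 100 had an unadjusted p under 0.05. That is fewer than unchanged probes would give on average, so the p-values may be too high here. Power was not simulated for this comparison, and 0 calls do not show that the groups are alike. DESeq2 on the same sums called 3 probes, all lower with entospletinib. With each of the 4 sections left out in turn the number stayed at 0. Summing the regions of the cortex alone also gave 0 calls and 29 probes with an unadjusted p under 0.05. Regions of the medulla alone, 1 per section, gave 112 probes higher and 184 lower with entospletinib. A model with both regions of each section tested the difference of the effect between medulla and cortex, and 373 probes passed an adjusted p of 0.05. That number rested on few sections. It was 21 without section 2 of the vehicle-treated group, 69 and 77 without section 2 or section 1 of the entospletinib-treated group, and 468 without section 1 of the vehicle-treated group. The medullary tubule sums held 1863750 and 1235205 counts in vehicle-treated kidneys and 10109432 and 11699181 in entospletinib-treated kidneys. The cortical tubule sums held 8104918 and 9488876 counts with vehicle and 6614737 and 13455270 with entospletinib. Raw counts were summed, so over all regions the medulla weighed less in the vehicle sums than in the entospletinib sums.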

On days 7 and 14 after IRI, genes associated with “immune response,” “cell adhesion,” “cytokine-mediated signaling pathways,” “wound healing,” and “extracellular structure organization” were upregulated in ischemic kidneys of control mice, while genes related to “fatty acid metabolic process” and “generation of precursor metabolites and energy” were downregulated (Supplemental Figure 7). In contrast, entospletinib reversed the phenotype, upregulating genes linked to “fatty acid metabolic process” and “generation of precursor metabolites and energy” while downregulating genes associated with inflammation and “extracellular structure organization” (Figure 4, A–D). 

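In tubules of vehicle-treated kidneys, 171 probes were called higher and 40 lower than in uninjured controls on day 7, and 712 higher and 557 lower on day 14. Leaving out 1 section moved the day 7 number from 211 to 63 or 367 without control section 1 or 2, and to 77 or 133 without vehicle section 1 or 2. Without control section 2, more probes were called lower (189) than higher (178). The day 14 number went from 1269 to 2988 without vehicle section 1, with 858 higher and 2130 lower and 1200 of the 1269 among them, and to 681 without vehicle section 2, with 553 higher and 128 lower. On day 14, the median log2 fold change of all probes was -0.30 with upper quartile normalization and -0.09 with edgeR's TMM normalization, and 1054 probes were called higher and 292 lower with TMM. The numbers per direction on day 14 thus change with single sections and with a scaling that shifts all probes. The day 14 sections held equal numbers of medullary and cortical regions, and the control sections did not, so this comparison also takes in a different mix of regions.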

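On day 7 after IRI, 3 probes were called higher and 131 lower in tubules of entospletinib-treated than of vehicle-treated kidneys, and on day 14, 599 higher and 642 lower. The day 7 number of 134 fell to 27 or 11 without entospletinib section 1 or 2, and to 46 or 81 without vehicle section 1 or 2. The day 14 number of 1241 was 3274 without vehicle section 1, with 2528 higher and 746 lower and 1172 of the 1241 among them, and 639 without vehicle section 2, with 157 higher and 482 lower. With TMM normalization, which moved the median log2 fold change of all probes on day 14 from 0.33 to 0.09, 295 probes were called higher and 1028 lower. A test of the difference between the effects of entospletinib on day 14 and on day 1 called 570 probes, 486 of them with a lower fold change on day 14. It called 27 in cortical regions alone and 87 in medullary regions alone. The sections of days 1 and 14 also held different mixes of regions. On day 1 the medulla weighed less in the vehicle than in the entospletinib sums. This test takes in both. Without vehicle day 14 section 1 it called 4003 probes, among them all 570. Of the 4003, 3001 had a higher and 1002 a lower fold change on day 14, and the median log2 fold change of all probes went from 0.32 to 0.47. With TMM normalization 52 of 1129 calls, and with DESeq2 117 of 1897, were higher on day 14. It called 246 without vehicle day 14 section 2, 148 or 232 without vehicle day 1 section 1 or 2, 273 or 252 without entospletinib day 14 section 1 or 2, and 225 without entospletinib day 1 section 2. Of the 712 probes that rose with injury on day 14, 587 were called lower with entospletinib, where independent lists of these sizes would share 22.7. Of the 557 probes that fell with injury, 398 were called higher, where independent lists would share 16.5. On day 7, 120 of 171 rising probes were called lower with entospletinib and 1 of 40 falling probes higher. No probe was called in the same direction in both comparisons on either day. Both comparisons use the same vehicle sums, which alone makes their fold changes run opposite. Across probes, which are not independent replicates, Pearson's r between the 2 sets of log2 fold changes was -0.81 on day 7 and -0.94 on day 14, and averaged -0.50 on both days in 20 simulations of unchanged groups with shared vehicle sums. The covariance was -0.097 on day 7 and -0.319 on day 14, against -0.032 and -0.031 in the simulations. When one vehicle section served the injury comparison and the other the entospletinib comparison, r was -0.55 and -0.54 on day 7, and -0.80 and -0.75 on day 14.

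Among the calls of day 14, the probes with the smallest adjusted p were taken by a rule fixed beforehand. Probe RTS0064428 had 325.0 ± 2.7 CPM (SD, n = 2 sections) in vehicle-treated, 29.9 ± 3.4 in entospletinib-treated, and 25.6 ± 0.69 in control kidneys. Its log2 fold change with entospletinib was -3.44 (standard error 0.16, adjusted p = 9.38e-07 from edgeR's quasi-likelihood test). The test gives no standard error, so each is the absolute log2 fold change divided by the square root of the test's F statistic. Probe RTS0063488 changed by -3.29 (standard error 0.17, adjusted p = 1.18e-06 from the same test), from 173.9 ± 1.1 to 17.8 ± 0.93 CPM, with 12.2 ± 0.072 in control kidneys. Probe RTS0065414 rose from 18.3 ± 0.73 to 95.9 ± 6.6 CPM, a log2 fold change of 2.38 (standard error 0.27, adjusted p = 0.000158 from the same test), and had 66.8 ± 31.3 in control kidneys. Probe RTS0077684 rose from 26.7 ± 1.6 to 104.4 ± 1.6 CPM, a log2 fold change of 1.97 (standard error 0.23, adjusted p = 0.000179 from the same test), and had 64.6 ± 20.0 in control kidneys. All 4 probes were called in the same direction under each of the 12 alternatives that can change the fit. Their log2 fold changes differed in size between regions. In cortical regions alone they were -2.22, -1.18, 1.73, and 1.27, in the order named above. In medullary regions alone they were -3.95, -3.98, 2.79, and 2.56. From the pathways of the genes that rose and fell with entospletinib on days 7 and 14 (Figure 4, A–D), the paper states that entospletinib reversed the phenotype that IRI induced in tubules.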

To further assess the effect of entospletinib on the tubular phenotype during AKI-to-CKD transition, the expression of genes associated with homeostasis and injury was compared (5). Over 14 days, IRI induced the upregulation of injury genes such as *Havcr1*, *Vcam1*, *Egfr*, *Lgals1*, *Lgals3*, and *Aoc1*, profibrotic genes *Ccn2* and *Vim*, inflammatory genes *Csf1*, *Ccl2*, *Il1b*, and *Cxcl2*, and downregulated epithelial homeostatic genes *Lrp2* and *Egf* (Figure 4, E–I, and Supplemental Figure 8). 

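Tubular sums of the medulla were compared with those of the cortex within each of the 14 sections. Of 20175 probes, 62 were called higher in the medulla and 146 higher in the cortex, and the total of 208 stayed between 174 and 236 with each section left out in turn. The model without the section gave 81 and 131. Over all regions, 30 probes were called between vehicle-treated and control kidneys on day 1, all higher after IRI. The number was 0 without control section 1, with 851 probes at an unadjusted p under 0.05, 5 without control section 2, with 1 higher and 4 lower, and 16 or 4 without vehicle section 1 or 2. In medullary tubules alone, 1214, 347, and 1626 probes were called between vehicle-treated and control kidneys on days 1, 7, and 14, and in cortical tubules alone 5, 21, and 596. Whether the effects differed between the regions was tested within sections. For vehicle-treated against control kidneys, 483 probes had an effect that differed between medulla and cortex on day 1, 0 on day 7, and 49 on day 14. On day 7, 2082 probes had an unadjusted p under 0.05 in that test, which was run by edgeR alone. The number on day 1 was 160 or 219 without control section 1 or 2 and 470 or 111 without vehicle section 1 or 2. On day 7 it was 9 without control section 2 and 5 without vehicle section 1, and on day 14 it was 10 or 28 without control section 1 or 2 and 29 or 211 without vehicle section 1 or 2.

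**Figure D3:**
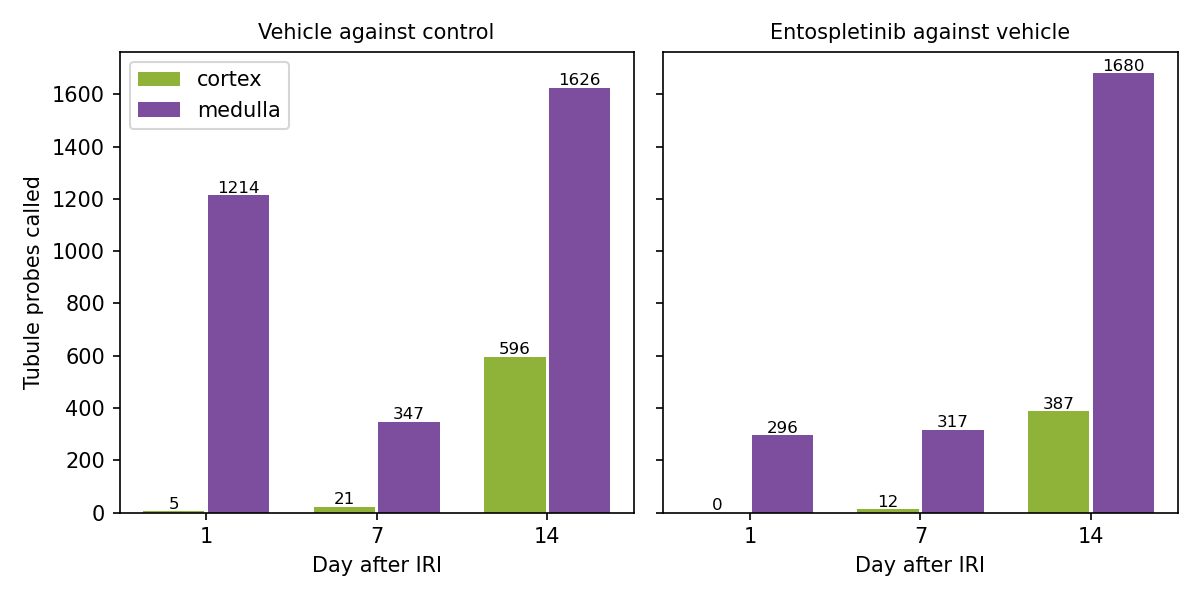
Number of tubule probes called on each day in cortical (green) and medullary (purple) regions, for vehicle-treated against control kidneys (left) and entospletinib- against vehicle-treated kidneys (right), 2 sections per group. The bar height is the number of probes of both directions, and on each day the medullary number is higher than the cortical number.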

Although gene expression profiles were generally similar between the cortex and medulla, inflammatory and profibrotic genes tended to be higher in the medulla, which in this analysis included the outer medullary stripe. In contrast, treatment with entospletinib reduced the expression of all tubular injury–associated, profibrotic and proinflammatory genes while upregulating *Lrp2* and *Egf* to levels approaching uninjured control kidneys (Figure 4, E–I, and Supplemental Figure 8). Thus, in keeping with the improved pathologic findings, these results show that entospletinib prevents the molecular phenotype of AKI-to-CKD transition, while preserving a signature of intact tubules.

### Syk is expressed by leukocytes in the kidney.

Previous studies have identified SYK as mainly leukocyte expressed in kidney IRI (30). Consistent with these reports, SYK was primarily detected in CD45^+^ leukocytes, with little to no expression in tubular cells (LTL^+^CD45^–^), endothelial cells (CD31^+^LTL^–^CD45^–^), or other cell types by flow cytometry on single-cell suspensions isolated from uninjured and injured mouse kidneys (Figure 5, A and B). scRNA-seq studies were next performed on kidney cells (enriched for leukocytes) isolated from mice undergoing IRI as described in the Methods (Supplemental Figure 9). Unbiased clustering identified 25 cell populations, which were manually annotated according to previously reported markers and CellMarker 2.0 and PanglaoDB (4, 5) databases (Figure 5C, Supplemental Figure 10, and Supplemental Figure 11A). In line with the flow cytometry results, scRNA-seq data confirmed high *Syk* expression in leukocytes, except for T lymphocytes, and less expression in tubular and other parenchymal cells (Figure 5, D and E). Comparison of *Syk* expression between macrophages and tubular cells in DSP data also showed higher expression in macrophages (Figure 5F). Finally, similar expression patterns were observed in external scRNA-seq datasets from mouse ischemic kidneys (4, 5) (data not shown). Therefore, SYK is primarily expressed by leukocytes during kidney injury, suggesting that entospletinib modulates the AKI-to-CKD transition via effects on this cell population.

### Entospletinib alters the immune cell composition of the injured kidney.

Persistent or nonresolving inflammation is a critical driver of injury and maladaptive repair during AKI-to-CKD transition (4, 5). Since leukocytes are a likely target of entospletinib, scRNA-seq data were further analyzed to understand the effect of the drug on renal inflammation following IRI. Under normal conditions, the mouse kidney contains only a few monocytes and neutrophils (Supplemental Figure 12, A and B). On day 1 following IRI in vehicle-treated mice, the number of these leukocytes increased in the kidney. As AKI progressed to CKD, the number of neutrophils remained elevated at 14 days (Figure 6A and Supplemental Figure 12C). Neutrophils expressed high levels of *Cd44*, *Il1b*, *Cxcl2*, *Cxcr2*, *Mmp9*, and *Ptgs2* mRNA, suggesting that they contribute to nonresolving renal inflammation during AKI-to-CKD transition (Figure 6B, Supplemental Figure 11, and Supplemental Data File 2). On the contrary, the decrease in monocytes at 7 and 14 days likely reflected the phenotypic change to macrophages given the significant increase in macrophages and F4/80^+^ cells over that same time interval (Figure 6, A, J, L, and M, and Supplemental Figure 12). In entospletinib-treated mice, renal inflammation was subdued, with fewer monocytes and especially neutrophils infiltrating the injured kidneys over 14 days (Figure 6A and Supplemental Figure 12).

CD44 and ICAM-1 are key cell surface proteins involved in leukocyte recruitment to the kidney (25). SYK acts downstream of CD44 and Src family kinases in leukocytes to transition LFA-1 (*Itgal*) from a low- to high-affinity state, enabling firm adhesion to ICAM-1 on inflamed endothelium (39). *Cd44* and *Itgal* were predominantly expressed in monocytes and neutrophils, cells that were increased in number by IRI and decreased by entospletinib, whereas *Lyn*, *Mapk14*, and *Syk* were broadly expressed across all myeloid cells (Figure 5D and Figure 6B). Cell-to-cell communication inference using CellPhoneDB, with parenchymal cells as the source and monocytes/neutrophils as the target, revealed that *Cd44* on neutrophils and monocytes matched with several ECM genes expressed by tubular cells, such as *Spp1* and *Timp3*, and several collagen and laminin genes such as *Col1a1*, *Col6a3*, *Col4a1*, *Lama3*, and *Lamc1* (Figure 6C and Supplemental Figure 13). DSP analysis similarly revealed increased expression of *Spp1*, *Col1a1*, *Col3a1*, *Col4a1*, and *Icam1* as well as profibrotic factors such as *Ccn2* and *Tgfb1* in tubular cells following IRI (Supplemental Figure 8C and Supplemental Figure 14). Ischemic tubular cells also upregulated genes that participate in other aspects of leukocyte recruitment to the kidney such as *Il1b*, *Il34*, *Ccl2*, and *Cxcl2* (16, 40) (Supplemental Figure 8). These results are consistent with leukocyte homing to renal microenvironments containing ECM that are CD44 ligands (41). Compared with vehicle-treated mice, entospletinib decreased the expression of *Spp1*, *Col4a1*, *Col4a2*, *Icam1*, *Il1b*, *Il34*, *Ccl2*, and *Cxcl2*, suggesting that entospletinib impacts pathways that regulate the recruitment of neutrophils and monocytes to the injured kidney (Supplemental Figure 8 and Supplemental Figure 14).

To validate the effect of entospletinib on leukocyte recruitment, intravital microscopy and flow cytometry were employed. *LysM^gfp/gfp^* reporter mice, which express GFP predominantly in monocytes and neutrophils, underwent unilateral IRI after pretreatment with either vehicle or a single dose of entospletinib and ischemic kidneys assessed by multiphoton intravital microscopy at 24 hours when monocyte and neutrophil infiltration is the highest. Contralateral and uninjured kidneys showed very few adherent GFP^+^ leukocytes. Following IRI, significant recruitment of large GFP^+^ leukocytes was observed in the tubulointerstitial area of injured kidneys, with adherent and crawling cells present within peritubular capillaries and directly along tubules, consistent with the transcriptomic and computational analysis (Figure 6, D and E, and Supplemental Video 1). In contrast, entospletinib significantly reduced the number of infiltrating GFP^+^ cells in the kidney. In treated mice, the few GFP^+^ cells present in the ischemic kidneys were smaller and primarily circulating or briefly crawling within the peritubular capillaries, indicative of impaired cell activation and adhesion (Supplemental Video 2). The effect of entospletinib on neutrophil and monocyte recruitment, quantified by flow cytometry, aligned with the transcriptomic and intravital microscopy findings over 14 days after IRI. IRI induced a significant increase in kidney CD44^+^ neutrophils and monocytes at 24 hours as well as CD45^+^Ly6G^+^ neutrophils and CD45^+^CD11b^+^Ly6C^+^ monocytes over 14 days, effects that were significantly reversed by entospletinib (Figure 6, F–I, and Supplemental Figure 15). Therefore, the transcriptomic, intravital microscopy, and flow cytometry data collectively show that entospletinib inhibits early and late neutrophil/monocyte recruitment to the kidney following IRI.

The impact of entospletinib on dendritic cell and macrophage populations following IRI and AKI-to-CKD transition was next examined. scRNA-seq analysis demonstrated that for the most part, various dendritic cell populations increased over time after IRI, but entospletinib did not have a major impact on these cells (Supplemental Figure 16). On the other hand, entospletinib significantly altered the renal macrophage landscape. Cells annotated as resident macrophages, expressing genes such as *Cx3cr1*, *Arhgap22*, and *Tgfbr1*, were the largest leukocyte population in healthy kidneys (Figure 6J, Supplemental Figure 11, and Supplemental Data File 3). At 24 hours after IRI, a significant reduction in resident macrophages occurred in parallel with a transient increase in a distinct population annotated as AKI-associated macrophages. Besides the scavenger receptor *Cd36* (42), these AKI macrophages also expressed genes related to positive and negative immune modulation, and apoptotic cell clearance, including *Cxcl16*, *Creb5* (43), *Stab1* (44), *Dab2* (45), *Axl* (46), *Lilrb4* (47), and *C1qa* (48, 49) (Supplemental Figure 11B and Supplemental Data File 3). As AKI progressed to CKD, the resident macrophage population began to recover in vehicle-treated mice, while a population annotated as CKD-associated macrophages expanded and persisted over 14 days (Figure 6J). These nonresolving CKD-associated macrophages highly expressed genes such as *Mrc1*, *Clec7a*, *Nlrp3*, *Cd83*, *Cd86*, and *Syk* (Figure 6K, Supplemental Figure 11C, and Supplemental Data File 3). In contrast, entospletinib blunted the acute reduction in total kidney macrophages at 24 hours and preserved the resident population. At 7 and 14 days following IRI, resident macrophages increased further in entospletinib-treated mice compared with controls, while a notable reduction in the emergence of nonresolving CKD-associated macrophages was observed (Figure 6J). Flow cytometry corroborated the transcriptomic findings. IRI induced the progressive expansion of F4/80^hi^CD11b^+^ macrophages over 14 days of AKI-to-CKD transition, an effect that was attenuated by entospletinib (Figure 6, L and M). Importantly, the effects of entospletinib on neutrophil, monocyte, and macrophage populations in the injured kidney at 14 days were also observed by flow cytometry in mice that began treatment 24 hours after IRI (Supplemental Figure 17). Taken together, these results show that during IRI-induced AKI-to-CKD transition, entospletinib inhibits neutrophil/monocyte recruitment and nonresolving renal inflammation while preserving resident macrophage populations in the kidney.

### Entospletinib blocks proinflammatory macrophages and promotes a reparative phenotype.

SYK has been suggested to regulate macrophage phenotypes in vivo (23, 34) and thus the DSP transcriptomic data were probed to further understand the impact of entospletinib in this cell population. IRI activated macrophages and upregulated genes associated with a proinflammatory phenotype as early as day 1 after injury that persisted throughout the progression to CKD. 

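In macrophages, 18541 probes had enough counts to be tested. Between vehicle-treated and control kidneys, 89 probes were called higher and 44 lower on day 1 after IRI, 319 higher and 336 lower on day 7, and 658 higher and 629 lower on day 14. The control macrophage sums held at most 298063 counts, against 719242 and 452768 on day 1 and 2773456 and 2024256 on day 14 in vehicle-treated kidneys. The day 1 number moved from 133 to 23 without control section 1, and to 39 or 61 without vehicle section 1 or 2. Without control section 2 it was 96, with 22 higher and 74 lower, the reverse of the direction with all sections. The day 7 number moved from 655 to 189 or 402 without control section 1 or 2, and to 260 or 402 without vehicle section 1 or 2, and without vehicle section 1 more probes were called higher (162) than lower (98). The day 14 number moved from 1287 to 641 or 735 without control section 1 or 2, and to 803 without vehicle section 2. Without any 1 of the 4 sections more probes were called lower than higher on day 14, with 276 higher and 459 lower without control section 2. The day 1 number was 28 in cortical regions alone and 361 in medullary regions alone, with 180 higher and 181 lower in the latter.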

Enrichment analysis of upregulated genes showed pathways associated with “cytokine-mediated signaling pathway,” “phagocytosis,” “myeloid cell activation,” “cell activation involved in immune response,” and downregulation of metabolic pathways involving “amino acids”, “fatty acids,” and “small molecules” (Supplemental Figure 18). These genes included *Il1b*, *Cd68*, *Itgam*, and *Cd86* but also genes typically associated with an antiinflammatory response such as *Mrc1* and *Tgfb1* (Figure 7, A–F, and Figure 8B). Entospletinib decreased macrophage inflammatory gene expression such as *Il1b*, *Il16*, *H2-Aa*, *Trem2*, *Ccl5*, *Ccl8*, *Ccl9*, *Tlr2*, *Tlr4*, *Tlr7*, *Cd68*, *Itgam*, *Cd86*, and *Igf1* while upregulating (or maintaining) genes associated with repair such as *Lilr4b*, *Vegfa*, *Vegfb*, *Igfbp3*, *Ghr*, and *Egf* (Figure 7, A–I and Supplemental Figure 19). 

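Macrophage sums of the medulla and the cortex were compared within each section. Of the 11331 probes with enough counts, 32 were called higher in the medulla and 96 higher in the cortex. The total of 128 lay between 105 and 145 with each section left out in turn. After thinning of all sums to the lowest total, 784 probes could be tested and 56 were called.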

Although some of the macrophage-expressed transcripts trended toward the renal cortex or medulla, clear regional changes in gene expression were not observed. Cross-validation against the scRNA-seq dataset confirmed the enrichment of these inflammatory and repair genes in macrophages (Supplemental Figure 11, C and D). 

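In macrophages, 475 probes were called higher and 441 lower in entospletinib- than in vehicle-treated kidneys on day 7 after IRI, and 468 higher and 287 lower on day 14. On day 1 edgeR called 0 probes, with 882 at an unadjusted p under 0.05, and DESeq2 also called 0, while regions of the medulla alone gave 34 calls. With 1 section left out it was 3 without either vehicle section and 1 or 7 without entospletinib section 1 or 2. A test of the difference from the day 1 effect called 6 probes on day 7 and 1 on day 14. DESeq2 with regions as replicates called 373 and 302, and limma-voom over regions 76 and 39. Cortical regions alone gave 43 and 85 calls, medullary regions alone 0 and 0, and DESeq2 on the sums 10 and 23. A difference between the days was thus shown for few probes by edgeR on the sums, 6 and 1, and the number depends on the unit and tool. The day 7 number was 31, 35, or 28 without section 1 of the vehicle day 1 group, section 1 of the entospletinib day 1 group, or section 2 of the entospletinib day 7 group. It was 2 without section 2 of either day 1 group or vehicle day 7 section 1, and 0 without entospletinib day 7 section 1, with 1190 at an unadjusted p under 0.05. The day 14 number was 26 or 0 without vehicle day 1 section 1 or 2 (954 unadjusted in the second case), 20 without entospletinib day 1 section 1, 5 without vehicle day 14 section 1, and 14 or 22 without entospletinib day 14 section 1 or 2. The day 7 number moved from 916 to 58 without entospletinib section 1, and to 544 or 578 without vehicle section 1 or 2. Without vehicle section 1, more were called lower (291) than higher (253), and in medullary regions alone 92 were called higher and 251 lower. The day 14 number moved from 755 to 390 without vehicle section 2 and to 467 without entospletinib section 1. The entospletinib sums held 634090 counts and the lowest total of all sums on day 7 and 538072 and 591370 on day 14. With all macrophage sums thinned to the lowest total, between 3951 and 4003 probes could be tested, and 31.9% to 34.9% of the day 7 calls and 28.5% to 32.7% of the day 14 calls were called again over 5 draws. On day 14, 222 of the 658 probes that rose with injury were called lower with entospletinib, where independent lists would share 10.2, and 358 of the 629 that fell were called higher, where independent lists would share 15.9. No probe was called in the same direction in both comparisons. The covariance of the 2 sets of log2 fold changes across probes was -0.234 on day 7 and -0.269 on day 14. Simulated unchanged groups that shared the vehicle sums gave -0.056 and -0.046. When one vehicle section served each comparison, the covariance was -0.174 and -0.175 on day 7, and -0.239 and -0.225 on day 14. Pearson's r across probes then went from -0.57 to -0.18 and -0.19 on day 7, and from -0.65 to -0.39 and -0.40 on day 14.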

Consistent with these changes in gene expression, a reciprocal switch in pathway enrichment was also seen (Figure 7, J and K, and Supplemental Figure 18, G and H). Flow cytometry was consistent with the proinflammatory macrophage mRNA signatures, demonstrating an increase in large macrophages expressing cell surface markers such as F4/80, CD86, MHCII, and CD11b over 14 days after IRI, changes that were attenuated by entospletinib (Figure 7, L–O and Supplemental Figure 20). Together, these data suggest that entospletinib significantly influences macrophage inflammatory and repair phenotypes induced by IRI and during the AKI-to-CKD transition.

SYK is activated downstream of DAMP-sensing C-type lectin receptors such as CLEC4E (Mincle, *Clec4e*) and CLEC7A (Dectin-1, *Clec7a*) that have been implicated in kidney disease (23, 27, 50). Similarly, macrophage mannose receptor-1 (CD206, *Mrc1*) can recognize collagen fragments and activate SYK via ITAM-bearing transmembrane FcRγ (51, 52). scRNA-seq revealed that *Clec4e* was primarily expressed by infiltrating monocytes/neutrophils (Figure 8A) that would allow sensing of DAMPs like SAP130 (Supplemental Figure 8I) and β-glucosylceramide, leading to SYK activation particularly during the acute phase of IRI (20, 23). Since neutrophil populations persisted over 14 days (Figure 6A), *Clec4e* signaling could therefore contribute to nonresolving inflammation observed in the AKI-to-CKD transition. Similarly, flow cytometry and immunofluorescence microscopy showed that *Clec7a* was expressed by macrophages, monocytes, and neutrophils, while *Mrc1* was exclusively expressed by macrophages, results that were verified in the DSP dataset (Figure 8, A–G and Supplemental Figure 20E). *Mrc1* and *Clec7a*, along with *Fcgr1*, *Fcgr2b*, and *Fcgr3* (genes needed for SYK activation) were upregulated in a time-dependent manner following IRI and during CKD progression. Again, macrophages in the medulla tended to express slightly higher levels of these genes but clear disparities between the renal cortex and medulla were not identified (Figure 8, B, C, H, and I, and Supplemental Figure 19). Additionally, *Syk* and other downstream molecules, such as *Grb2*, *Cdc42*, *Pak1*, *Nfkb1*, and *Nfkb2*, followed a similar expression pattern following IRI (Figure 8J and Supplemental Figure 19), consistent with coordinated inflammatory signal activation within macrophages during AKI-to-CKD transition.

To further understand how SYK-dependent receptors such as CD206 and CLEC7A may be activated in the course of kidney injury, immunofluorescence microscopy and additional computational analysis were performed. Immunofluorescence microscopy demonstrated CD206^+^ and CLEC7A^+^ macrophages abutting injured tubules and CD206^+^ macrophages in close association with αSMA^+^ interstitial cells (Figure 8, F and G, Figure 9A, and Supplemental Figure 20E). Similarly, by measuring fibrotic area with Masson’s trichrome staining in tissue matched with our flow cytometry data, a significant direct correlation between CD206^+^F4/80^hi^ macrophages and fibrosis was observed (Figure 9B). These results suggested that DAMPs originating from parenchymal cells in the injured renal microenvironment may be driving macrophage activation and nonresolving inflammation. By using spatial information from the DSP datasets, the correlation between *Clec7a*- or *Mrc1*-expressing macrophages and their potential activating ligands during AKI-to-CKD transition was evaluated. A positive spatial correlation between *Clec7a*-expressing macrophages and injured tubular cells expressing *Vim* and *Lgals9* was identified (Figure 9, C and D), as well as a strong correlation between *Mrc1*-expressing macrophages and collagen-expressing tubular cells (Figure 9, E and F). These computational analyses were confirmed at the protein level using immunofluorescence microscopy that showed F4/80^+^ macrophages adjacent to galectin 9–expressing tubules, as well as vimentin- and collagen 1/3–expressing tubular and interstitial cells at 14 days following IRI (Figure 9, G–I). Importantly, many interstitial CD206^+^ macrophages, including those adjacent to injured tubules, expressed phosphorylated SYK (Figure 9J), reinforcing the premise that DAMPs released from injured cells in the renal microenvironment promote SYK and macrophage activation. In contrast, the relationship between macrophages, injured tubules, and fibrosis was greatly reduced or largely absent in the kidneys of mice treated with entospletinib. Entospletinib reduced the expression of *Mrc1*, *Clec7a* receptors, and associated FcRγ genes as well as the downstream signaling molecules, including *Grb2*, *Cdc42*, *Nfkb1*, *Nfkb2*, and *Syk* itself (likely due to a reduction in inflammatory signaling) throughout the AKI-to-CKD transition (Figure 8 and Supplemental Figure 19). Notably, *Cd4*-, *Foxp3*-, and *Ctla4*-expressing Treg populations that are also important for kidney repair were unaffected and remained elevated in entospletinib-treated mice (Supplemental Figure 21). Finally, entospletinib was also able to reverse macrophage activation over time in mice that started treatment 1 day after IRI (Supplemental Figure 22). Taken together, these data suggest that the SYK inhibitor entospletinib attenuates macrophage activation and disrupts a feedback loop of nonresolving inflammation and fibrosis while favoring a reparative microenvironment in the kidney.

## Discussion

In this study, we show that the SYK inhibitor entospletinib attenuates nonresolving inflammation and promotes renal repair in a model of IRI-induced AKI-to-CKD transition. The computational and experimental data support the premise that SYK is activated downstream of receptors such as CD206 in macrophages interacting with injured tubular and stromal cells in the kidney interstitium to drive nonresolving inflammation. Importantly, this study elucidates entospletinib’s mechanism of action in kidney injury and identifies it as a potential therapeutic agent to resolve renal inflammation and enhance repair for human AKI.

Immediately after AKI, immune cells are recruited to the kidney, guided by proinflammatory factors expressed from injured tubular cells and resident immune cells. Nonresolving inflammation is a key characteristic in the progression to CKD that contributes to the failure of kidney repair resulting in tubular atrophy and renal fibrosis. Our data suggest that SYK plays a major role propagating inflammation in the kidney downstream of CD206 and CLEC7A and are consistent with the previously reported role for the related C-type lectin receptor CLEC4E in AKI (23, 34). Maladaptive tubules during AKI-to-CKD transition are characterized by the high expression of *Vcam1*, *Havcr1*, and other proinflammatory genes combined with low *Lrp2* and *Egf* expression (5, 6, 17). These maladaptive tubules also express ECM proteins and DAMPs that are potential ligands for CD206, CLEC7A, and CLEC4E on infiltrating and resident macrophages (20, 23). The significant correlation between CD206- and CLEC7A-expressing macrophages with injured tubules as well as αSMA^+^ cells (that also produce ECM proteins and potential DAMPs) sheds additional light on how nonresolving renal inflammation is activated during kidney injury and the potential contribution of SYK in this immune mechanism. The attenuation of proinflammatory gene expression by entospletinib was associated with a reduction in the number of nonresolving CKD macrophages and a parallel reduction in αSMA^+^ cells, ECM, and growth factor gene expression. Our data therefore suggest that pharmacologic SYK inhibition with entospletinib appears to break the cycle of inflammation, injury, and fibrosis following IRI in the kidney.

SYK inhibition also enhanced repair pathways in the kidney. First, entospletinib blunted the maladaptive phenotype of injured tubules, decreasing *Vcam1* as well as the expression of numerous proinflammatory and profibrotic genes. Since tubular cells were found to express lower levels of *Syk*, the effect of entospletinib on this cellular compartment may have been indirect and related to the reduction in neutrophils and proinflammatory macrophages that expressed genes such as *Il1b*. A direct effect of entospletinib on tubules, however, cannot be ruled out. Second, entospletinib preserved resident macrophage and Treg populations that are needed for renal repair and maintained the expression of prorepair genes such as *Egf*, *Vegfa*, and *Ghr* (6, 12, 13, 15, 17). Thus, rather than directly activating repair pathways, entospletinib likely tipped the balance between inflammation/injury and repair, creating a more favorable environment for kidney recovery.

An effective therapeutic strategy for AKI and CKD should target inflammation and injury pathways as well as promote or activate renal repair. This study is one of the few to report a pharmacological agent that mechanistically targets nonresolving inflammation while enhancing repair pathways in the kidney. Entospletinib, a selective and potent second-generation SYK inhibitor, has completed several clinical trials for patients with hematological malignancies (53, 54). Entospletinib has a favorable short-term toxicity profile, and the human equivalent dose estimated from this study would be considerably lower than what is currently being used for lymphoma and leukemia (Supplemental Figure 1A) (37, 53). Furthermore, given the plasma drug concentrations achieved in this study that approach the EC_50_, entospletinib would be expected to have minimal off-target effects (36), although they cannot be completely excluded. Thus, a short course of entospletinib in patients at risk for AKI may be a feasible therapeutic approach that could be tested in a clinical trial.

Altogether, these results highlight the role of the immune system in the AKI-to-CKD transition and position SYK as a key modulator of nonresolving inflammation. SYK inhibition with entospletinib represents a potential therapeutic agent to improve outcomes for human AKI.

## Methods

### Sex as a biological variable.

Both male and female animals were used equally for general experiments. Male mice were used for scRNA-seq and DSP experiments due to the stronger IRI phenotype in this sex (55).

### Reagents.

Reagents used are listed in Supplemental Table 1.

### Animals.

WT and *LysM^gfp/gfp^* reporter C57BL/6 mice were raised from in-house breeding colonies. All the mice used in this study were obtained from colonies established and maintained at the University of Calgary.

### IRI model.

Renal IRI and AKI were induced by a surgical model of renal IRI in mice, as previously described (25). Briefly, mice were anesthetized using ketamine (200 mg/kg) and xylazine (10 mg/kg) supplemented with isoflurane. The left kidney was isolated through a small lateral incision, and a nontraumatic microaneurysm clip was applied to the renal pedicle under aseptic conditions. Ischemia was induced for 30 minutes at 37°C, followed by removal of the vascular clip and recovery of the animals with supplemental heat, hydration, and pain relief. Unmanipulated contralateral kidney or kidneys from healthy mice were used as controls. Mice were sacrificed on days 1, 7, and 14.

### In vivo treatment with entospletinib.

Mice were pretreated or not with an intraperitoneal injection of entospletinib (GS-9973, 20 mg/kg) or vehicle (DMSO) 30 minutes before IRI. No additional injections were used for IRI-induced AKI (animals euthanized on day 1). From day 1 until day 7, entospletinib (20 mg/kg) was injected daily and then every 2 days until euthanasia on day 14 as shown in Supplemental Figure 1.

### Entospletinib pharmacokinetics.

Three mice per time point were treated with a single intraperitoneal injection of entospletinib (GS-9973, 20 mg/kg) or left untreated (control, 0 hours). Blood was collected at 6, 12, and 24 hours after injection via cardiac puncture into citrate-coated tubes. Plasma was isolated by centrifugation at 10,000*g* for 10 minutes and stored at –80°C until analysis. Plasma entospletinib concentrations were measured at the Calgary Metabolomics Research Facility (CMRF) at the University of Calgary using a liquid chromatography–tandem mass spectrometry (LC-MS/MS) method as previously described (36, 56).

### Histopathology.

Samples for histology, including PAS and Masson’s trichrome staining, were processed by The Alberta Precision Laboratories, Calgary, Alberta, Canada. Images were generated with Aperio scanner (Leica Biosystems) by using a 40× objective. Tubular injury was assessed in the renal cortex and defined as tubular dilation, tubular atrophy, tubular cast formation, sloughing of tubular epithelial cells, and loss of the brush border. To quantitatively assess tubular injury, the total number of tubules and the number of damaged tubules in the renal cortex were measured from least 5 fields of view per kidney. The percentage of injury was calculated using the following formula: injury (%) = (damaged tubules/total tubules) × 100. QuPath (v0.5.0; https://qupath.github.io) was used to quantify the fibrotic area (Masson’s trichrome–positive area) in the whole kidney by using a smooth sigma of 1 and a threshold of 0.01 for the residual channel (57) (Supplemental Figure 2).

### Immunofluorescence microscopy.

Kidneys were harvested as indicated in each experiment and fixed in 10% (vol/vol) neutral-buffered formalin. Kidneys were dehydrated in a graded ethanol series and xylene, and finally embedded in paraffin. Following deparaffinization in xylene and rehydration in graded alcohol solution, sections (5 μm) were antigen retrieved with citrate buffer, pH 6 (Sigma-Aldrich). Sections were blocked and labeled with primary antibodies overnight. Tissues were washed and stained with secondary antibodies for 1 hour at room temperature, washed, and mounted with Prolong Gold antifade reagent with DAPI. All antibodies are described in Supplemental Table 1. At least 3 fields of view (FOV) per section were acquired with a Leica S8 confocal microscope and processed with native LAS X software (Leica Microsystems) or FIJI (ImageJ).

### Intravital microscopy.

Kidney intravital microscopy was performed as previously described (25). Briefly, mice were anesthetized and tail veins catheterized for drug and Qtracker 655 (5 μL) administration. The kidney was exteriorized using a lateral incision and extended over the heated imaging platform. Imaging was done with a Leica SP8 multiphoton confocal microscope and MaiTai Ti-Sapphire laser (Spectra Physics) at 800 to 850 nM excitation using predefined laser power and detector gain settings. Adherent leukocytes (LysM^–^GFP^+^) were manually counted in at least 3 fields of view.

### Immunoblotting.

Protein was isolated from mouse kidney tissue using radioimmunoprecipitation assay (RIPA) buffer (Sigma-Aldrich) supplemented with protease and phosphatase inhibitors. Protein samples were separated by SDS–polyacrylamide gel electrophoresis gels under reducing conditions. Proteins were transferred onto nitrocellulose membranes (GE Healthcare) and blocked for 1 hour with blocking solution before overnight incubation at 4°C with primary antibody (Supplemental Table 1). Blots were washed and incubated with appropriate secondary antibody conjugated to horseradish peroxidase at room temperature. Proteins were visualized with enhanced chemiluminescence Western blotting detection reagents (Bio-Rad) and digitally captured with a Chemidoc MP device (Bio-Rad).

### Preparation of single-cell suspensions.

Euthanized mice were perfused with chilled 1× PBS via the left ventricle. After removing the renal capsule and fat, kidneys were minced into approximately 1 mm^3^ cubes and digested using Multi-Tissue Dissociation kit (Miltenyi Biotec, 130-110-201). Up to 250 mg of tissue was digested with 50 μL of enzyme D, 25 μL of enzyme R, and 6.75 μL of enzyme A in 1 mL of RPMI and incubated for 30 minutes at 37°C. Digestion was deactivated by 10% fetal bovine serum (FBS). The suspension was passed through a 70 μm cell strainer. After centrifugation at 400*g* for 5 minutes, cell pellet was incubated with 1 mL of RBC lysis buffer on ice for 3 minutes and washed again. Cells were resuspended in PBS and passed through a 40 μm cell strainer. Cells were resuspended in staining buffer (1× PBS, 1% BSA, 2 mM EDTA) for further analysis.

### Flow cytometry.

Cells were resuspended in PBS and stained with Zombie-Aqua Fixable Viability Kit (BioLegend) for 10 minutes at room temperature. After a wash at 400*g* for 5 minutes, cells were resuspended in Fc block buffer (staining buffer + anti–mouse CD16/CD32) for 10 minutes at room tempertaure. Cells were washed and stained with the conjugated antibodies shown in Supplemental Table 1 using the gating strategy as shown in Supplemental Figure 23.

### scRNA-seq: cell processing and library preparation.

IRI was performed in 3 C57BL/6 mice/condition as described above, and kidneys were harvested and processed for single-cell suspension. Three mice with untouched kidneys were used as control. Single-cell suspensions from 3 mouse kidneys per condition were pooled and stained for 10 minutes with SYTOX Blue Dead Cell Stain (Invitrogen, S34857). Live leukocytes were enriched by fluorescence-activated cell sorting (FACS) by excluding SYTOX Blue^+^ cells and morphology (forward side scatter) (Supplemental Figure 9). Cell viability was further controlled by trypan blue exclusion. Cells with greater than 80% viability were fixed with an Evercode cell fixation kit (v2) (Parse Bioscience) according to the manufacturer’s protocols and were preserved at –80°C. Fixed cells were thawed and libraries were prepared by using Evercode WT (v2) (Parse Bioscience) according to the manufacturer’s protocols. Libraries were sequenced at 50K reads/cell by using the NovaSeq 6000 system with 5% PhiX at Novogene (https://www.novogene.com/us-en/).

### Raw data processing.

The resulting FASTQ files were analyzed using the Parse Biosciences data analysis pipeline (v1.1) (https://www.parsebiosciences.com), which demultiplexes reads and assigns cells and samples. Reads were aligned to the mouse genome (mm10).

### Data processing.

Data analysis was carried out using the SCANPY pipeline (58, 59). Quality control was performed to exclude low-quality and dead cells. Only genes expressed in at least 5 cells and cells that contained (a) more than 300 genes, (b) less than 20,000 counts, (c) less than 25% mitochondrial genes, and (d) less than 1.5% ribosomal genes were included in our analysis. The data were subsequently normalized and transformed logarithmically using the SCANPY package (v1.10.1). This process was performed with the functions scanpy.pp.normalize_per_cell (setting counts_per_cell_after = 10e4) and scanpy.pp.log1p. The scVI algorithm was applied for batch effect correction and dimensionality reduction (deep generative modeling for single-cell transcriptomics) (60).

Highly variable genes were calculated with sc.pp.highly_variable_genes function (min_mean = 0.0125, max_mean = 3, min_disp = 0.25). Then, the Leiden community detection was embedded into a k-nearest-neighbor graph. Afterwards, we created uniform manifold approximation (UMAP) embeddings to visualize this most relative neighbor graph using a resolution of 1.

In order to annotate the cell identity, we performed a differential gene expression analysis by using the sc.tl.rank_genes_group function in SCANPY with Wilcoxon’s method and obtained a list of the most representative genes from each population. We used these genes as input in CellMarker 2.0 (http://117.50.127.228/CellMarker/), which can infer the cell ID. Cell clusters were manually annotated based on CellMarker 2.0 prediction and by using previously reported markers for each cell type and PanglaoDB (https://panglaodb.se/) and WEB-based Gene Set Analysis Toolkit (https://www.webgestalt.org/option.php).

### Cell-to-cell communication.

Several computational tools were employed to infer cell-cell communication from single-cell transcriptomic data by applying the CellPhoneDB v2 method (https://www.sc-bestpractices.org/mechanisms/cell_cell_communication.html) (61).

### DSP: sample and library preparation and RNA-seq.

Samples were processed by the Applied Spatial Omics Centre (ASOC) at the University of Calgary. Digital spatial RNA profiling for FFPE samples from 2 control (CTRL), 2 vehicle IRI day 1 (V IRI D1), 2 entospletinib IRI day 1 (E IRI D1), 2 vehicle IRI day 7 (V IRI D7), 2 entospletinib IRI day 7 (E IRI D7), 2 vehicle IRI day 14 (V IRI D14), and 2 entospletinib IRI day 14 (E IRI D14) kidney tissue sections were conducted using the GeoMx Digital Spatial Profiler (NanoString) (62). Slides were prepared by baking in a drying oven for 3 hours at 60°C and then processed following the Nanostring GeoMx Digital Spatial Profiler slide preparation (MAN-10150) and NGS readout (MAN-10153) manual. Briefly, slides were deparaffinized with xylene and then rehydrated through a graded ethanol series. Targets were exposed by incubating with 1× Tris-EDTA buffer, pH 9 followed by 1 μg/mL proteinase K digestion. Next, Mouse Whole Transcriptome Atlas (WTA) Probes (NanoString Technologies) were hybridized to the tissues at 37°C for 16 to 24 hours. Excess and off-target probes are removed by 2× SSC/50% formamide. After washing, the slides were blocked in Buffer W and stained with morphological markers for 1 hour at room temperature. The fluorescently conjugated morphology markers used are as follows: SYTO 13 nuclei acid stain at 1:50 dilution (GMX-MORPH-NUC-12, NanoString), PanCK-AF532 at 1:50 dilution (AE-1/AE-3, NBP2-33200AF532, Novus), IBA1-AF594 at 1:100 dilution (E4O4W,48934, Cell Signaling Technology), and CD10-AF647 at 1:50 dilution (EPR22867-118, ab261729, Abcam). Excess markers were removed with 2 washes in 2× SSC. Stained slides were loaded onto a GeoMX Digital Spatial Profiler and scanned. During the study, at least 1 ROI in the medulla and 2 ROIs in the cortex were selected using morphological markers as guides and glomeruli avoided. For further analysis, 2 segmented AOIs were chosen: macrophages were identified as IBA1^+^ cells, and tubular cells were identified as either CD10^+^pan-CK^+^ double-positive cells or only Pan-CK^+^ cells. RNA-ID and UMI-containing oligonucleotide tags were UV-cleaved from the WTA probes within the chosen ROIs collected in a 96-well collection plate. For library preparation, Illumina i5 and i7 dual-indexing primers were added to the oligonucleotide tags during PCR to uniquely index each AOI. AMPure XP beads (Beckman Coulter) were used for PCR purification. Library concentration was measured using a Qubit fluorometer (Thermo Fisher Scientific), and quality was assessed using a Bioanalyzer (Agilent Technologies). Sequencing was performed on an Illumina NextSeq 2000 (Illumina Inc.) and fastq files were processed into gene count data for each sample using the GeoMx NGS Pipeline.

### Data processing and analysis.

Data preprocessing was performed by the ASOC at the University of Calgary based on the GeoMx Workflows vignettes (https://www.bioconductor.org/packages/release/workflows/vignettes/GeoMxWorkflows/inst/doc/GeomxTools_RNA-NGS_Analysis.html). R software (v4.3.1; https://www.r-project.org) was used to preprocess the GeoMx Digital Spatial Profiler data and the following packages were used: NanoStringNCTools (v1.8.0), GeoMxWorkflows (v1.6.0), GeomxTools (v3.4.0), stringr (v1.5.1), yaml (v2.3.7), dplyr (v1.1.3), scales (v1.2.1), ggplot2 (v3.4.3), ggpubr (v0.6.0), ggsankey (v0.0.99999), plotly (v4.10.3), reshape2 (v1.4.4), and DescTools (v0.99.50) (https://nanostring.com/products/geomx-digital-spatial-profiler/geoscript-hub/). Sequencing quality and adequate tissue sampling for every 94 ROI/AOI segment were assessed with the NanoString recommended parameters. 

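The file headers give the read numbers behind each of the 94 segments. Raw reads per segment were at least 68738, against a minimum of 1000. At least 99.3% of the reads were left after trimming and 94.5% after stitching, against minimums of 80%, and at least 92.5% were aligned, against a minimum of 75%. Sequencing saturation was at least 66.9%, against a minimum of 50%. No segment was left out on these values. The files do not mark the negative probes, so the limit of quantification and the detection filter could not be computed from them.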

Background signal was evaluated by calculating the limit of quantification (LOQ) using the negative probes in the WTA panel that did not target mRNA and low-performing probes were removed. Next, gene-level aggregation was calculated for multiple probes that target a single gene. Then, the LOQ was calculated and segments with exceptionally low signal were removed. Finally, the gene detection rate was calculated and genes below the threshold of 0.05 were filtered out. Upper quartile normalization was applied to the raw count matrix and 2 samples were excluded as outliers in principal component analysis and expression distributions before normalization. The thresholds used in this analysis are listed in Supplemental Table 2.

### Differential gene expression analysis.

Differential gene expression was performed with R package DESeq2 by following the instruction of Love et al. (63). 

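In a fit over single regions, limma tested 20175 probes in tubules and 7385 in macrophages. The correlation between regions of the same section, as limma estimates it over the probes tested, was 0.296 in tubules and 0.0571 in macrophages. Regions of a section are therefore not independent in tubules. With regions as replicates, DESeq2 called 302 tubule probes between entospletinib- and vehicle-treated kidneys on day 7 and 1339 on day 14, and 5 on day 1. DESeq2 on the sums per section called 217 on day 7, 1458 on day 14, and 3 on day 1. Limma-voom over regions with the section as a random effect called 77 on day 7, 981 on day 14, and 0 on day 1, with 81 probes at an unadjusted p under 0.05 on day 1.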

Each ROI from macrophage and/or tubular segments was considered as a replicate in the analysis. Tables with the results can be found in Supplemental Data File 2.

### Enrichment analysis.

DESeq2 output were used to generate.rnk files and used in WEB-based Gene Set Analysis Toolkit (https://www.webgestalt.org/option.php). Additionally, up- and downregulated genes that had an adjusted *P* value of less than 0.05 and absolute log_2_(fold change) greater than 1 were used as input in the online tool ShinyGO 0.8 (http://bioinformatics.sdstate.edu/go/) (64). Gene Ontology (GO) Biological Process was used for the analysis, together with a cutoff of false discovery rate (FDR) less than 0.05. Pathway size: min = 2 and max = 5000. The top 10 pathways sorted by –log(FDR) are represented in the figures of this work.

### Statistics.

Data are shown as mean ± SEM. GraphPad Prism (v10.0.0) was used to perform all statistical analyses. Results were analyzed for statistical variance using unpaired 2-tailed Student’s *t* test, 2-tailed Mann Whitney test, Friedman’s, Kruskal-Wallis, or 1-way analysis of variance (ANOVA) with Dunn’s or Bonferroni’s post hoc test as appropriate. Results at *P* less than 0.05 were considered statistically significant.

### Study approval.

All procedures and protocols regarding animal experiments were reviewed and approved by the University of Calgary Animal Care Committee (Animal protocol: AC22-0201).

### Data availability.

Data for all experiments are available in the Supporting Data Values file. The complete scRNA-seq transcriptomic and DSP datasets are available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo; GEO GSE299409 and GSE299516).

## Author contributions

EEE designed and conducted the majority of experiments, analyzed data, and wrote the manuscript. AL, SGB, and GA conducted experiments, acquired data, and reviewed the manuscript. A Derakhshani, A Dufour, and NAB contributed to the computational analysis. CNJ provided support and infrastructure for the intravital microscopy experiments. JC cosupervised EEE and SGB, designed experiments, and reviewed the manuscript. DAM oversaw the design and conduct of the entire project and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supporting data values

## Figures and Tables

**Figure 1:**
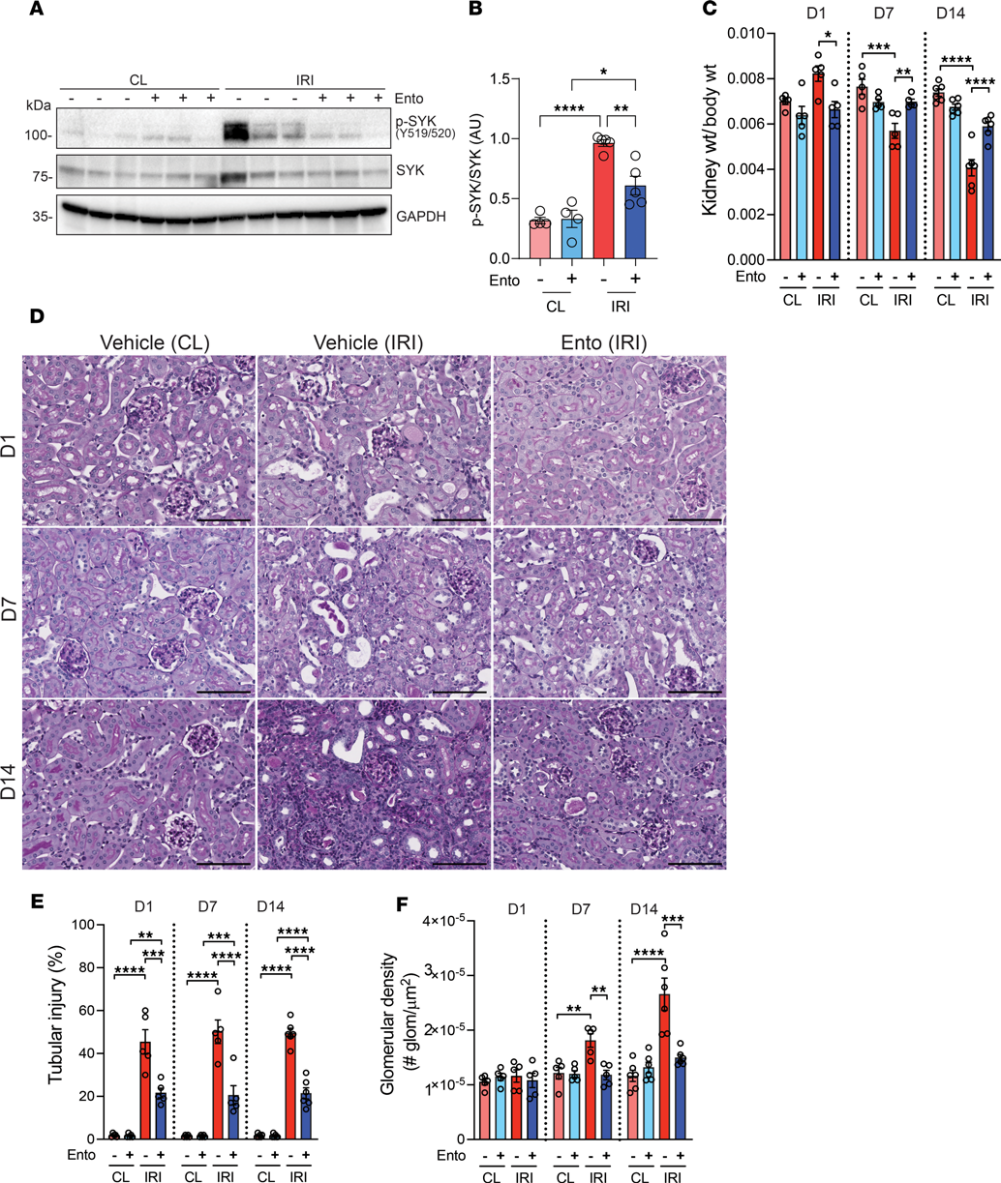
Entospletinib prevents IRI-induced AKI-to-CKD transition. Kidney pathology following ischemia reperfusion injury (IRI) on days 1, 7, and 14 in vehicle- and entospletinib-treated (Ento-treated) mice. Contralateral (CL) kidneys were used as controls. (**A**) Immunoblotting of whole kidney lysates probing for p-SYK^Y519/520^, total SYK, and GAPDH on day 1. (**B**) p-SYK quantification (densitometry mean ± SEM, *n* = 4–5). (**C**) Quantification of kidney weight/body weight ratio (mean ± SEM, *n* = 5–6). (**D**) Representative periodic acid–Schiff (PAS) kidney histopathology at the indicated treatment and time points. Scale bars: 100 μm. (**E**) Percentage of injured tubules/kidney (mean ± SEM, each data point represents average of at least 5 fields of view/kidney, *n* = 5–6). (**F**) Cortical glomerular density (mean ± SEM glomeruli/kidney, *n* = 5–6). Statistical analysis was performed using ANOVA followed by Bonferroni’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
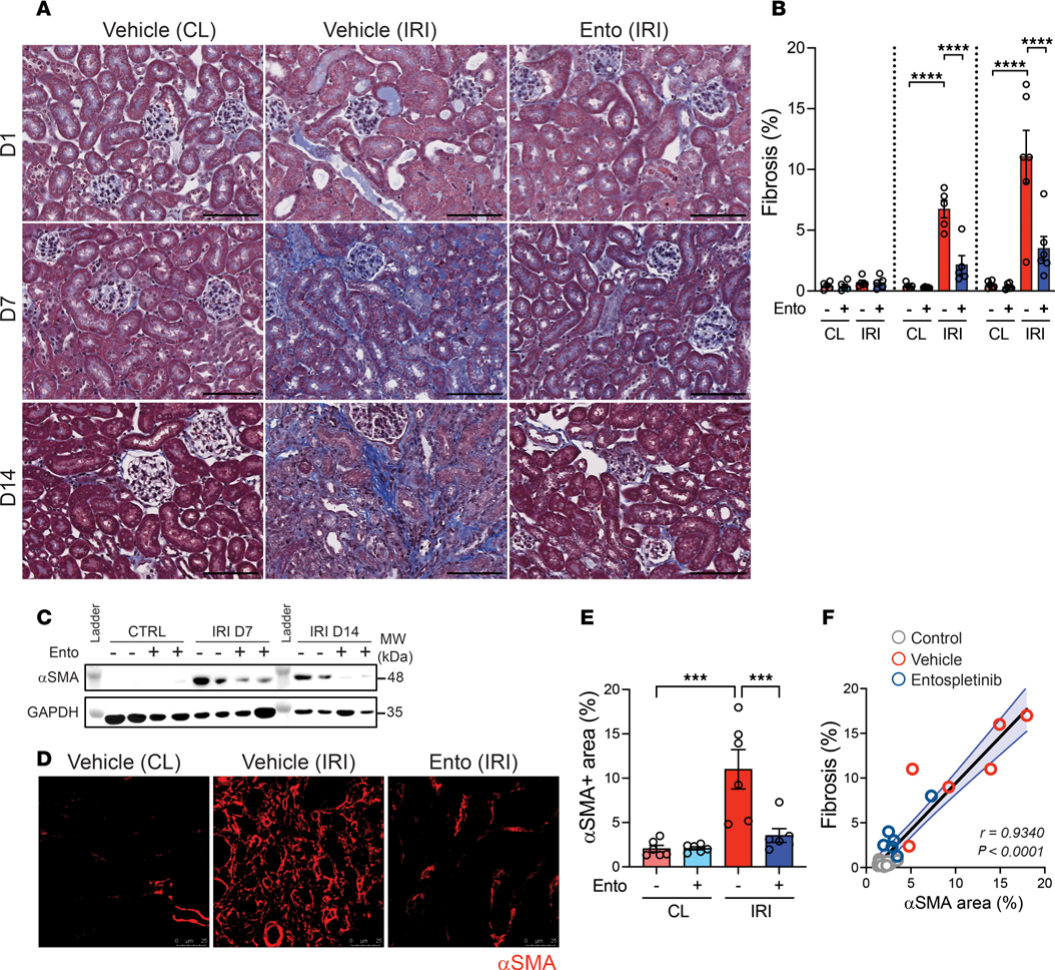
Entospletinib reduces fibrosis during AKI-to-CKD transition. (**A**) Representative Masson’s trichrome kidney histopathology from vehicle- and entospletinib-treated (Ento-treated) mice at 1, 7, and 14 days after ischemia reperfusion injury (IRI). Contralateral (CL) kidneys were used as controls. Scale bars: 100 μm. (**B**) Quantification of Masson’s trichrome–positive area/kidney (mean ± SEM, *n* = 5–6). (**C**) Immunoblotting of whole kidney lysates probing for α-smooth muscle actin (αSMA) and GAPDH at indicated treatments and time points. (**D**) Immunofluorescence microscopy probing for αSMA in kidneys from vehicle- or Ento-treated mice at 14 days after IRI. (**E**) Quantification of αSMA^+^ area (mean ± SEM. Each data point represents average of at least 3 fields of view/kidney, *n* = 5–6). (**F**) Correlation between αSMA^+^ area and percentage fibrosis (Masson’s trichrome–positive). Statistical analysis was performed using ANOVA followed by Bonferroni’s multiple-comparison test (**B** and **E**) and Pearson correlation test (**F**). ***P < 0.001; ****P < 0.0001.

**Figure 3:**
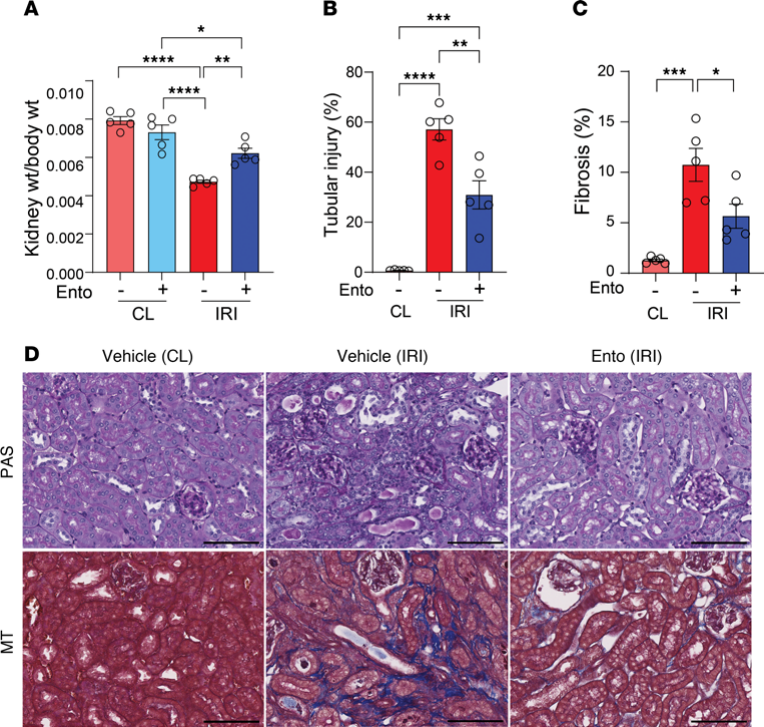
Entospletinib prevents AKI-to-CKD transition after established injury. Kidney pathology at 14 days following ischemia reperfusion injury (IRI) in mice treated with vehicle or entospletinib (Ento) starting 24 hours after surgery. Contralateral (CL) kidneys were used as controls. (**A**) Quantification of kidney weight/body weight ratio (mean ± SEM, *n* = 5). (**B**) Percentage of injured tubules/kidney (mean ± SEM, each data point represents average of at least 5 fields of view/kidney, *n* = 5). (**C**) Quantification of Masson’s trichrome–positive area/kidney (mean ± SEM, *n* = 5). (**D**) Representative periodic acid–Schiff (PAS) and Masson’s trichrome (MT) kidney histopathology for indicated treatments. Scale bars: 100 μm. Statistical analysis was performed using ANOVA followed by Bonferroni’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 4:**
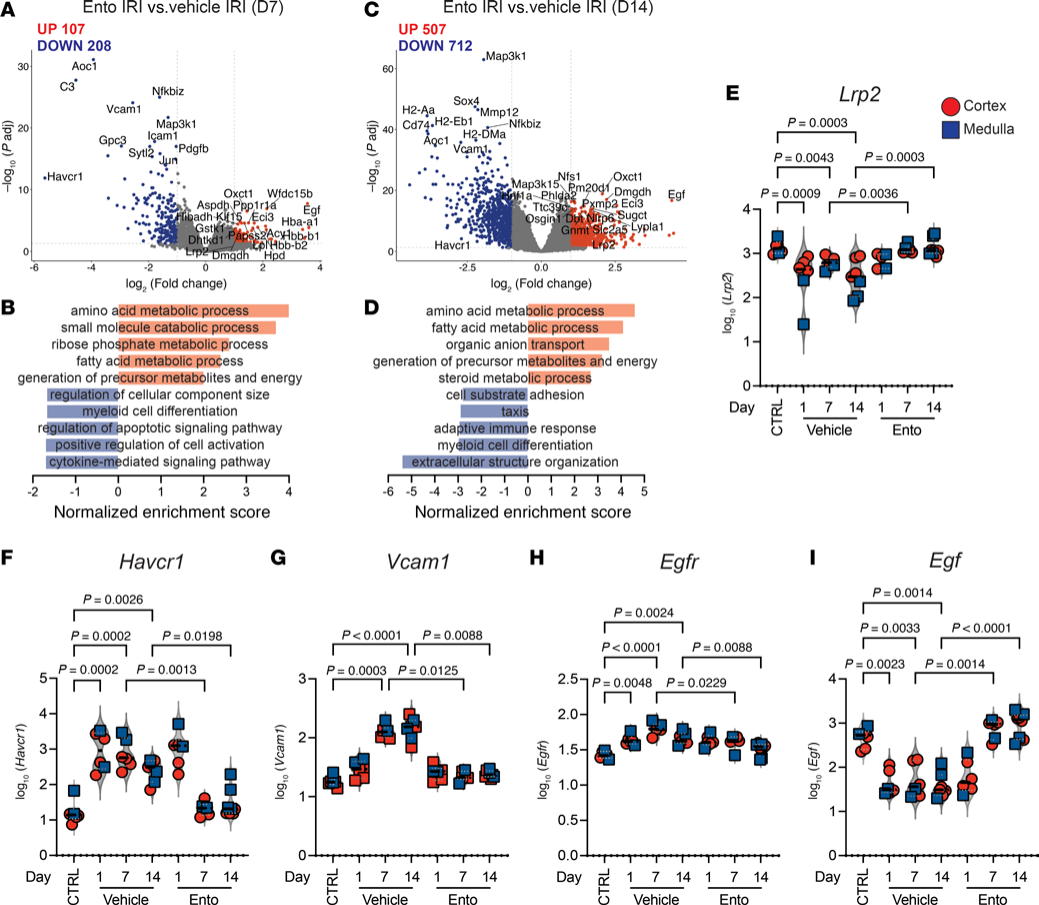
Entospletinib’s effects on tubular gene expression. Digital spatial profiling of CD10^+^ and PanCK^+^ tubules from the kidney cortex and medulla. (**A**–**D**) Volcano plots showing differentially expressed genes (adjusted *P* value < 0.05 and absolute log_2_[fold change] > 1) and gene set enrichment analysis using Gene Ontology (GO) when comparing tubules (PanCK^+^CD10^+^) from vehicle- and entospletinib-treated (Ento-treated) mice 7 and 14 days after ischemia-reperfusion injury (IRI). (**E**–**I**) The log_10_(normalized gene expression) for genes associated with tubular injury and repair during the AKI-to-CKD transition in vehicle- or Ento-treated mice: (**E**) *Lrp2*, (**F**) *Havcr1*, (**G**) *Vcam1*, (**H**) *Egfr*, and (**I**) *Egf*. Each red circle and blue square represents a region of interest in the cortex and medulla, respectively. Statistical analysis was performed using the Kruskal-Wallis test followed by Dunn’s multiple-comparison test.

**Figure 5:**
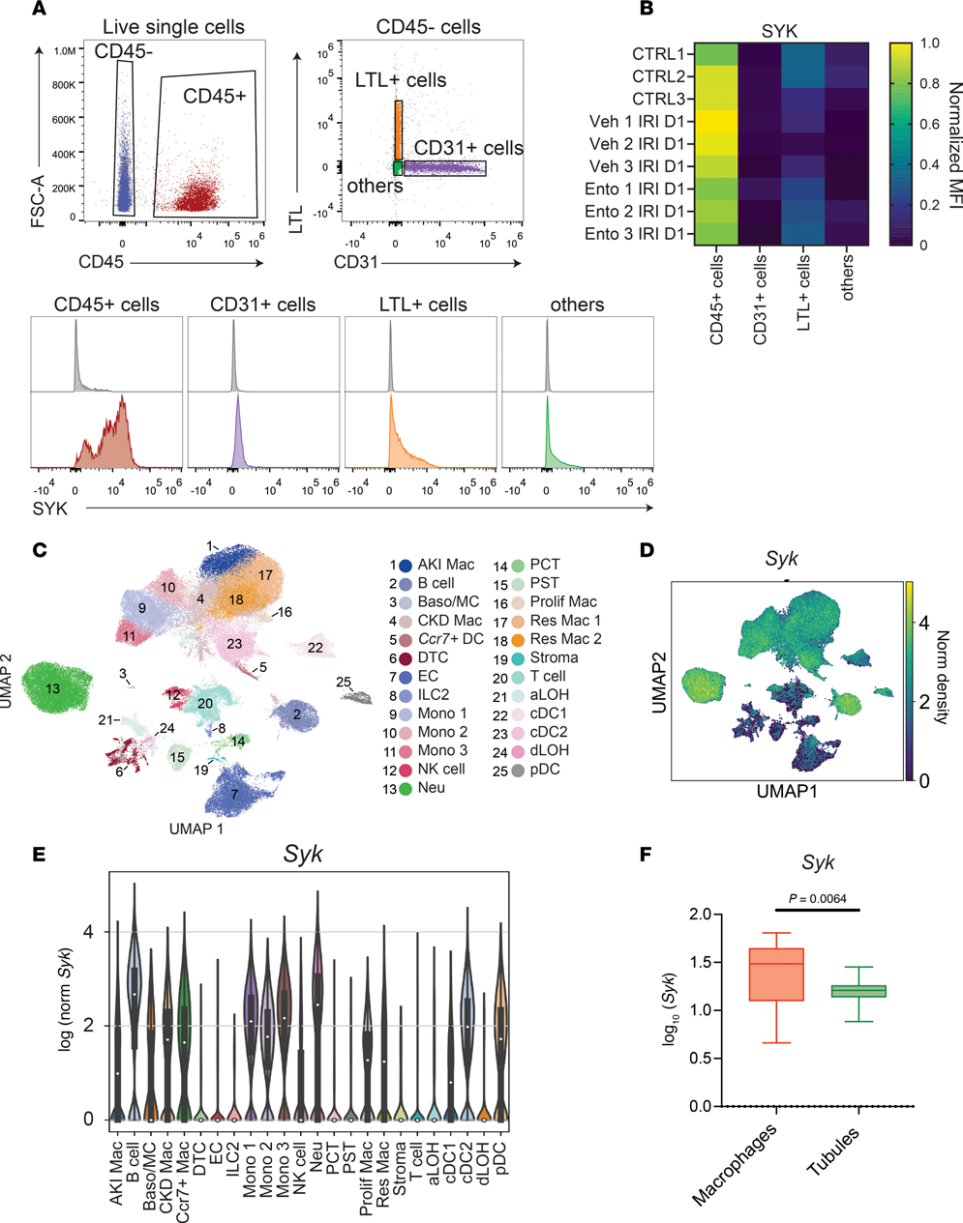
SYK expression in the kidney. (**A**) Flow cytometry scatter plots and histograms of cells isolated from normal kidney probing for SYK in CD45^+^ cells (leukocytes), LTL^+^ cells (tubular cells), CD31^+^ (endothelial cells), and “other” cells negative for these markers (gray represents the isotype control) (*n* = 2). (**B**) Heatmap of SYK expression analyzed by flow cytometry (MFI, mean fluorescence intensity) in different kidney cell populations isolated from 3 uninjured control (CTRL), vehicle- (veh), and entospletinib-treated (Ento-treated) mice at 24 hours following ischemia reperfusion injury (IRI). (**C**) Uniform manifold approximation and projection (UMAP) dimension reduction of 90,196 kidney cells with 4,000 genes. The UMAP contains 25 annotated clusters, including *Ccr7*^+^ dendritic cells (*Ccr7*^+^ DC), resident macrophages (res Mac 1 and res Mac 2), AKI- and CKD-associated macrophages (AKI and CKD Mac respectively), proliferation macrophages (Prolif Mac), monocytes (Mono 1, Mono 2, Mono 3), neutrophils (Neu), plasmacytoid DCs (pDC), conventional DCs (cDC1 and cDC2), B cells, T cells, natural killer cells (NK), innate lymphoid cells 2 (ILC2), basophils/mast cells (Baso/MC), endothelial cells (EC), ascending and descending loop of Henle cells (aLOH and dLOH respectively), distal convoluted tubular cells (DTC), proximal straight tubular cells (PST), proximal convoluted tubular cells (PCT), and stroma. (**D**) UMAP showing the expression pattern of *Syk* primarily in leukocyte populations. (**E**) Violin plot showing the expression of *Syk* in each annotated cluster. (**F**) *Syk* expression pattern in kidney cells by digital spatial profiling using log_10_(*Syk*) of macrophages versus tubules. Statistical analysis was performed using Student’s *t* test.

**Figure 6:**
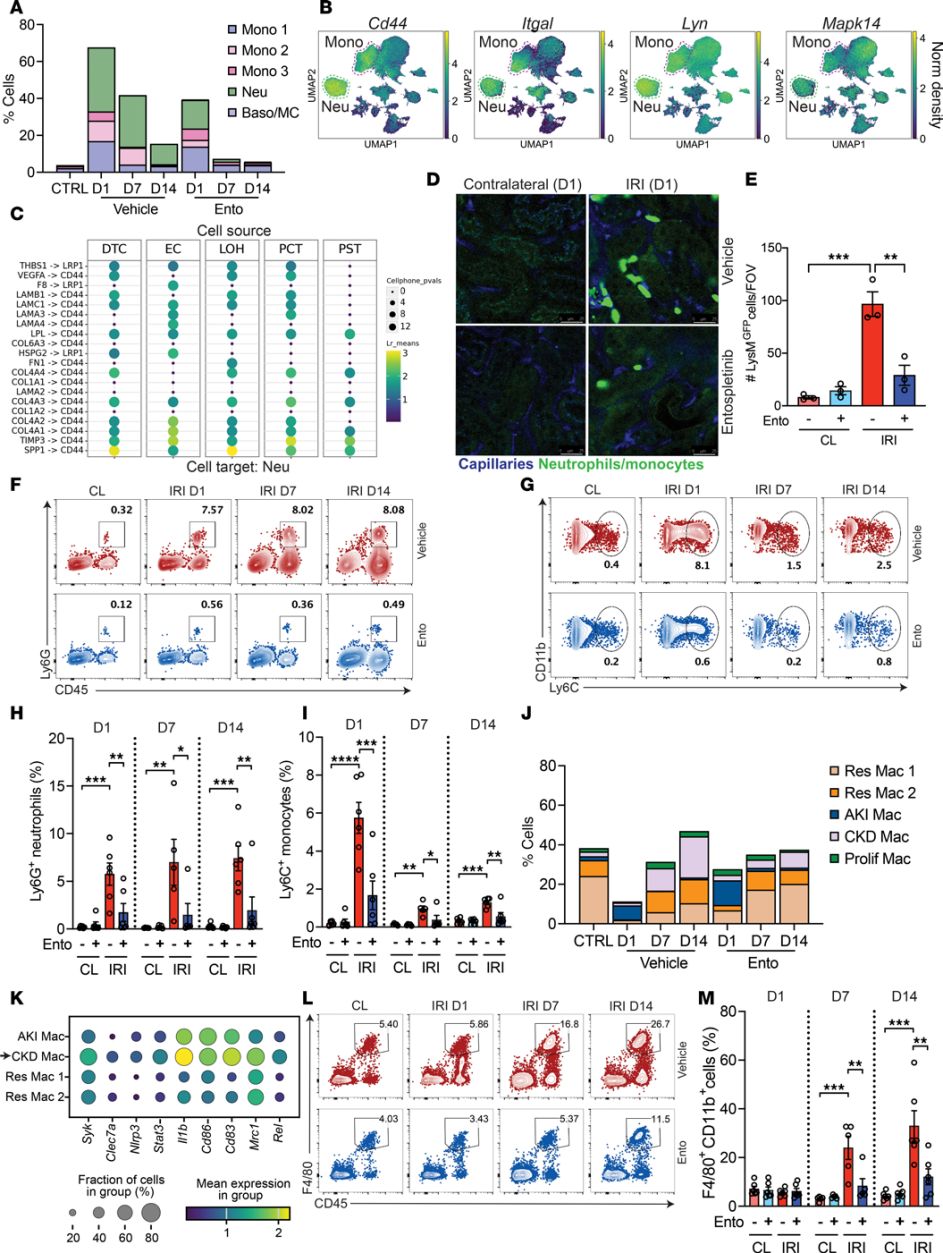
Entospletinib’s effects on kidney immune cell populations. (**A**) Proportions of infiltrating monocytes (Mono 1–3), neutrophils (Neu), and basophils/mast cells (Baso/MC) in kidneys of uninjured control (CTRL), vehicle-, and entospletinib-treated (Ento-treated) mice (scRNA-seq) over 14 days following ischemia-reperfusion injury (IRI). (**B**) UMAP showing the expression of *Cd44*, *Itgal*, *Lyn*, and *Mapk14* in kidney monocytes and neutrophils (outlined). (**C**) CellPhoneDB analysis of ligand-receptor interactions between distal tubular cells (DTC), endothelial cells (EC), loop of Henle cells (LOH), proximal convoluted tubular cells (PCT), proximal straight tubular cells (PST), and cell target neutrophils. (**D**) Intravital microscopy (IVM) in vehicle- and Ento-treated *LysM^gfp/gfp^* mice on day 1 after IRI. Uninjured contralateral (CL) kidneys were used as controls. Capillaries, blue; LysM-GFP^+^ leukocytes, bright green; tubules, dark green. Scale bars: 25 μm. (**E**) Quantification of kidney-infiltrating GFP^+^ leukocytes by IVM (mean ± SEM, each dot represents the average of 3 different fields of view/kidney, *n* = 3). Representative flow cytometry plots of renal neutrophils (CD45^+^CD11b^+^Ly6G^+^) (**F**) and monocytes (CD45^+^CD11b^+^Ly6C^hi^) (**G**) from vehicle- and Ento-treated mice over 14 days. Day 1 contralateral kidney is shown as a control. (**H** and **I**) Quantification of renal Ly6G^+^ neutrophils and Ly6C^+^ monocytes by flow cytometry (mean ± SEM, *n* = 5–6). (**J**) Renal macrophage subsets identified by scRNA-seq: resident (Res Mac), proliferating (Prolif Mac), AKI-associated (AKI Mac), and CKD-associated (CKD Mac) macrophages at baseline and over 14 days after IRI. (**K**) Dot plot of inflammatory genes in CKD and other macrophages. (**L**) Representative flow cytometry plots of CD45^+^F4/80^hi^ macrophages from vehicle- and Ento-treated mice over 14 days after IRI. Day 1 contralateral kidney is shown as a control. (**M**) Quantification of renal CD45^+^CD11b^+^F4/80^hi^ macrophages by flow cytometry (mean ± SEM, *n* = 5–6). Statistical analysis was performed using ANOVA followed by Bonferroni’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 7:**
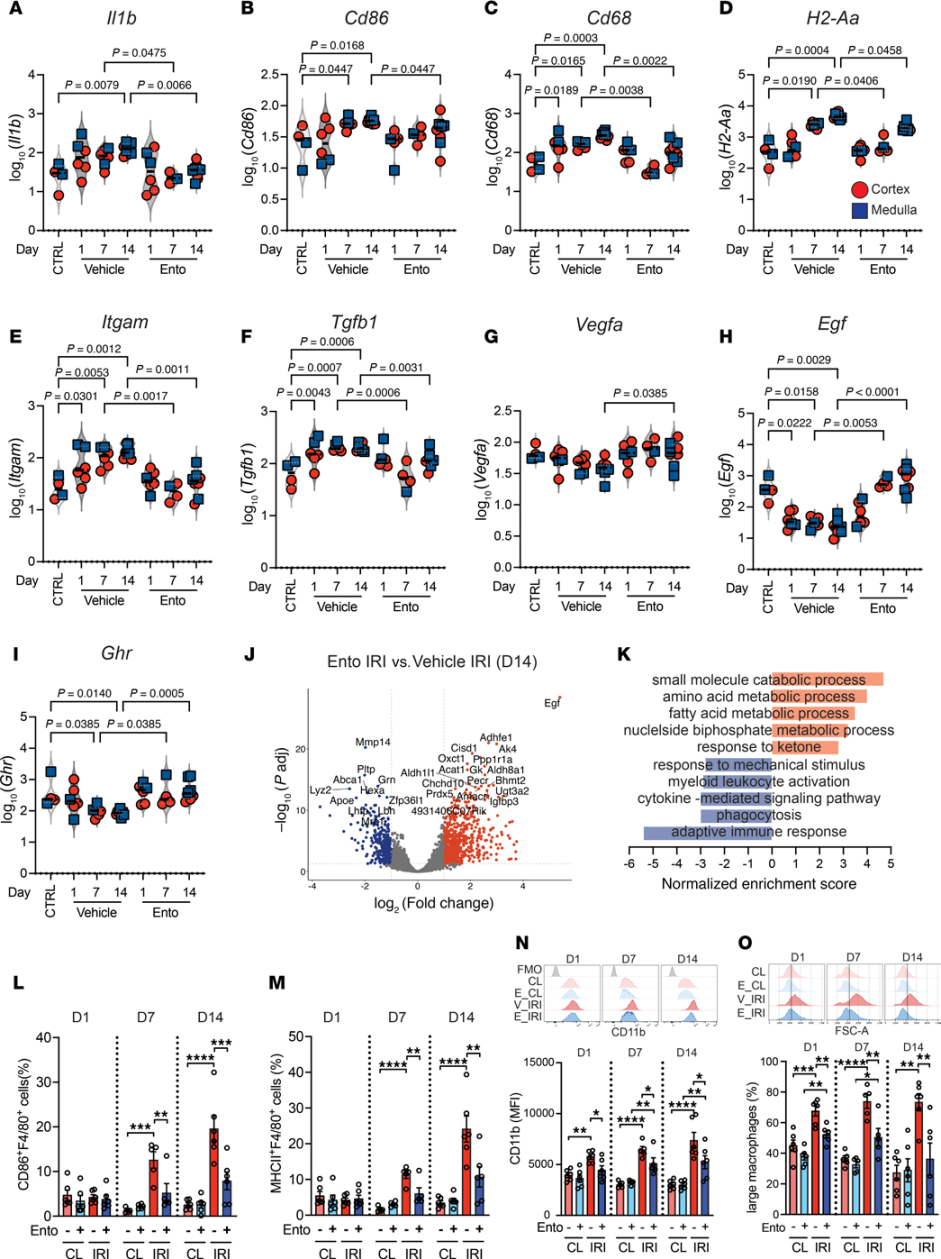
Entospletinib’s effects on macrophage gene expression. Digital spatial profiling of IBA1^+^ macrophages in the kidney cortex and medulla following ischemia-reperfusion injury (IRI) over 14 days. Log_10_(normalized expression) of (**A**) *Il1b*, (**B**) *Cd86*, (**C**) *Cd68*, (**D**) *H2-Aa*, (**E**) *Itgam*, (**F**) *Tgfb1*, (**G**) *Vegfa*, (**H**) *Egf*, and (**I**) *Ghr* in vehicle- or entospletinib-treated (Ento-treated) mice. Uninjured kidney was used as a control (CTRL). Each red circle and blue square represents a region of interest in the cortex and medulla, respectively. Statistical analysis was performed using the Kruskal-Wallis test followed by Dunn’s multiple-comparison test. (**J** and **K**) Volcano plots showing differentially expressed genes (adjusted *P* value < 0.05 and absolute log_2_[fold change] > 1) and gene set enrichment analysis using Gene Ontology (GO) comparing macrophages from vehicle- and Ento-treated mice 14 days after IRI. Flow cytometry of kidney leukocytes over 14 days after IRI demonstrating percentage of (**L**) CD86^+^F4/80^hi^ cells, (**M**) MHCII^+^F4/80^hi^ cells, (**N**) CD11b expression (MFI, mean fluorescence intensity), and (**O**) percentage of large macrophages. Contralateral (CL) kidneys were used as controls (mean ± SEM, *n* = 5–6). Statistical analysis was performed using ANOVA followed by Bonferroni’s multiple-comparison test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 8:**
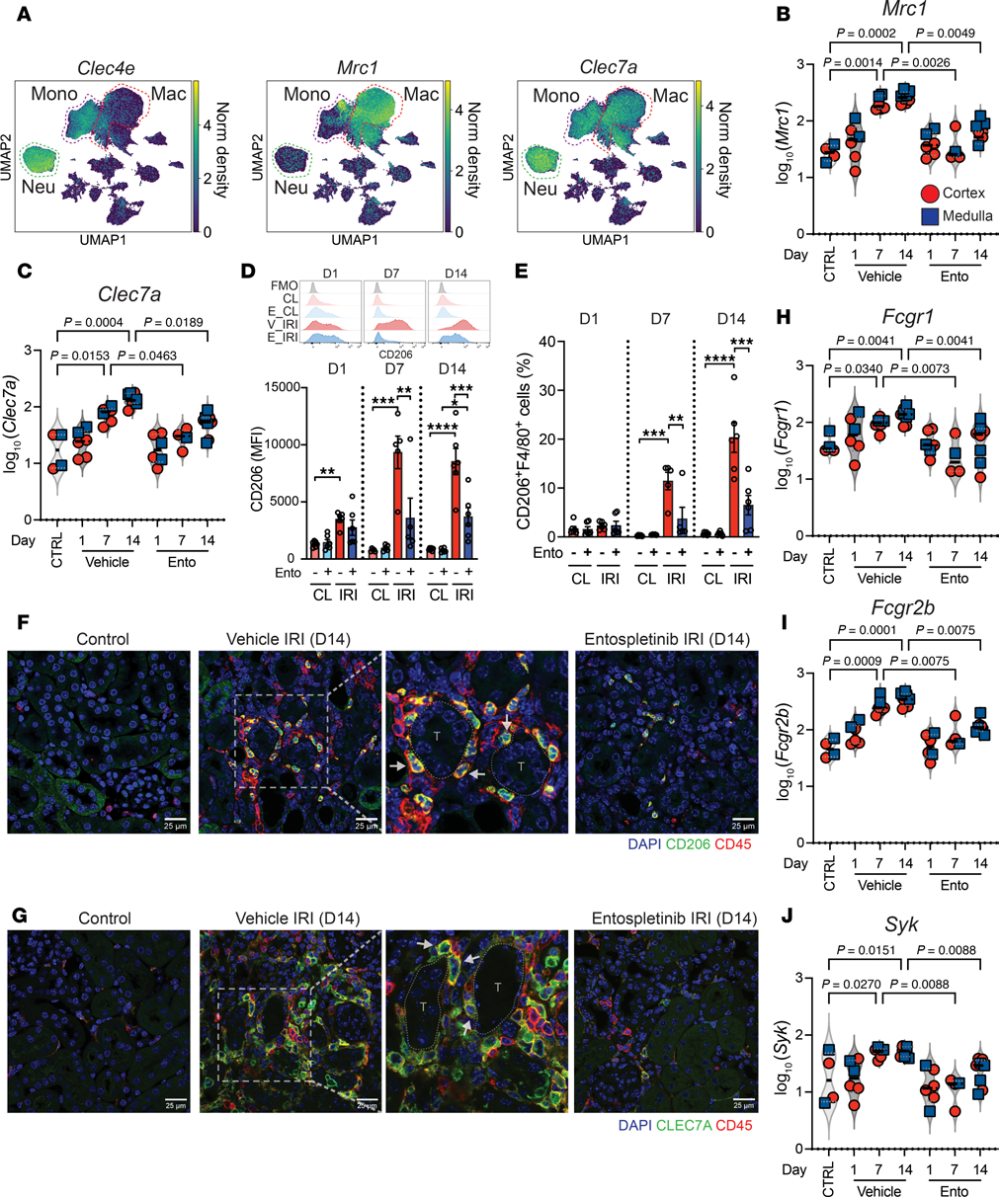
*Syk*-dependent pathways in AKI-to-CKD transition. (**A**) UMAP plot showing the distribution of *Clec4*, *Clec7a*, and *Mrc1* in kidney neutrophils, monocytes, and macrophages (scRNA-seq, outlined). The log_10_(normalized gene expression) of (**B**) *Mrc1* and (**C**) *Clec7a* in macrophages over 14 days after ischemia reperfusion injury (IRI) in vehicle- and entospletinib-treated (Ento-treated) mice (digital spatial profiling). Uninjured kidneys were used as controls (CTRL). Each red circle and blue square represents a region of interest in the cortex and medulla, respectively. Statistical analysis was performed using the Kruskal-Wallis test followed by Dunn’s multiple-comparison test. Flow cytometry showing (**D**) CD206 expression (mean fluorescence intensity, MFI) and (**E**) percentage of CD206^+^F4/80^hi^ cells in kidney leukocytes isolated from vehicle- and Ento-treated mice over 14 days following IRI. Contralateral (CL) kidneys were used as controls (mean ± SEM, *n* = 5–6). Statistical analysis was performed using ANOVA followed by Bonferroni’s multiple-comparison test. **P < 0.01; ***P < 0.001; ****P < 0.0001. Immunofluorescence microscopy probing for (**F**) CD206 and CD45 and (**G**) CLEC7A and CD45 in kidneys of vehicle- and Ento-treated mice 14 days following IRI. Arrows denote CD45^+^CD206^+^ and CD45^+^CLECL7A^+^ cells abutting tubules (T). Uninjured kidneys were used as controls. Scale bar: 25 μm. The log_10_(normalized gene expression) of (**H**) *Fcgr1*, (**I**) *Fcgr2b*, and (**J**) *Syk* in kidney macrophages over 14 days after IRI in vehicle- and Ento-treated mice (digital spatial profiling). Statistical analysis was performed using the Kruskal-Wallis test followed by Dunn’s multiple-comparison test.

**Figure 9:**
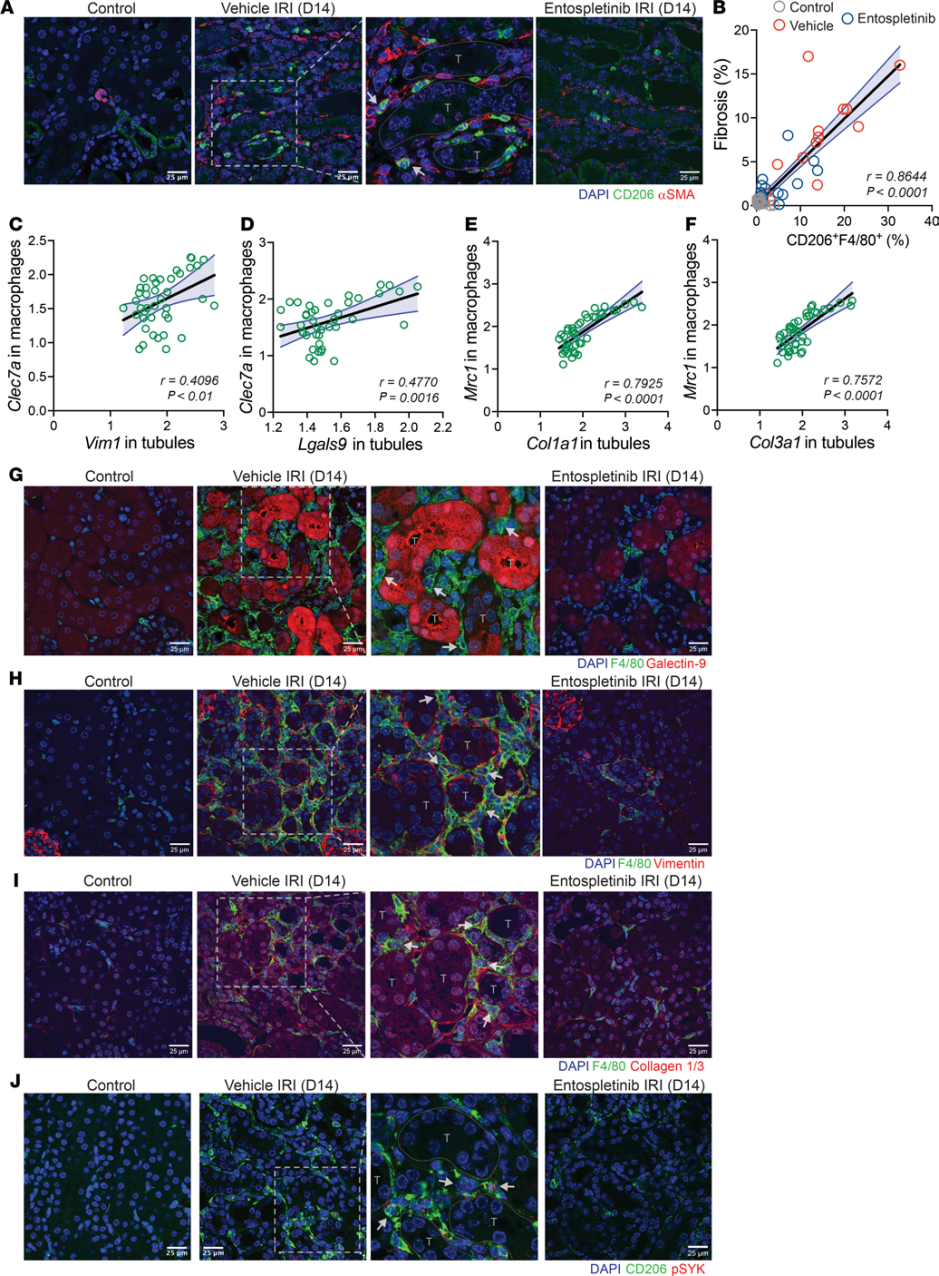
Macrophage interactions in the kidney during AKI-to-CKD transition. (**A**) Immunofluorescence microscopy in the kidneys of vehicle and entospletinib-treated mice at 14 days following ischemia reperfusion injury (IRI) probing for CD206 and αSMA. Uninjured kidney was used as a control. Arrows denote CD206^+^ macrophages interacting with αSMA^+^ cells in the interstitium. Scale bars: 25 μm. (**B**) The percentage of CD206^+^F4/80^hi^ macrophages correlated with the fibrosis area (%) calculated from whole kidney tissue sections in control, vehicle-, or entospletinib-treated mice following IRI (Pearson correlation test). The spatial correlation between *Clec7a* expressed in macrophages with (**C**) *Vim1* and (**D**) *Lgals9* expressed in tubular cells and *Mrc1* expressed in macrophages with (**E**) *Col1a1* and (**F**) *Col3a1* expressed in tubular cells in the same region of interest during IRI in vehicle-treated mice (digital spatial profiling, Pearson correlation test). (**G**–**I**) Immunofluorescence microscopy probing for F4/80, galectin-9, vimentin, and collagen 1/3 in the kidneys of vehicle- and entospletinib-treated mice at 14 days after IRI. Uninjured kidneys were used as controls. Arrows denote F4/80^+^ macrophages interacting with galectin-9–expressing tubules (T) and vimentin- and collagen 1/3–expressing tubules and interstitial cells. (**J**) Immunofluorescence microscopy probing for CD206 and phosphorylated SYK^Y519/520^ (p-SYK) in the kidneys of vehicle- and entospletinib-treated mice at 14 days after IRI. Uninjured kidneys were used as controls. Arrows denote p-SYK^+^CD206^+^ cells interacting with tubules and interstitial cells. Scale bars: 25 μm.

How the deposited data were processed for this re-analysis (not part of the article)

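Whole transcriptome counts from digital spatial profiling were analyzed for 94 segments of mouse kidney, 46 of macrophages and 48 of tubular cells, from 14 sections. The sections belong to uninjured controls and to vehicle- or entospletinib-treated mice on days 1, 7, and 14 after IRI, with 2 sections per group. Samples were assigned to groups, compartments, regions, and sections by their labels. The section was read from the label's prefix, which splits every group into 2 sets of regions.

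The authors deposited whole counts of UMIs per probe, neither estimated counts nor normalized values. They were made from the reads with the GeoMx NGS Pipeline, whose version is 3.1.1.5 in the file headers, 2.2 in the description deposited with the files, and 1.1 in the sample labels. The deposited counts come before the authors' background evaluation, aggregation of probes, filtering of genes and segments, and upper quartile normalization. The files hold 20175 probe identifiers and no gene names, and no table at hand pairs them. Genes named in the paper could therefore not be looked up, gene set and marker lists could not be used, and the steps that need negative probes could not be repeated. The 2 samples that the paper excluded as outliers are not named in the text, so no segment was left out.

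Segments were checked against minimums of 1000 raw reads, 80% trimmed, 80% stitched, and 75% aligned reads, and 50% saturation, and all passed. Counts were summed over the regions of each section and compartment. Probes with low counts were removed by edgeR's filterByExpr (minimum count 10, minimum total 15), which left all 20175 probes in tubules and 18541 in macrophages. The sums were normalized by the upper quartile and tested with edgeR's quasi-likelihood test (version 4.0.16, robust option, in R 4.3.3) with Benjamini-Hochberg adjustment. The 14 sums of a compartment shared a single estimate of the spread. Standard errors were computed as the absolute log2 fold change divided by the square root of the test's F statistic. A probe was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the paper's thresholds, and differences between effects were called on the adjusted p alone. The comparisons were vehicle against control and entospletinib against vehicle on each day, the difference of the entospletinib effect on days 7 and 14 from that on day 1, macrophages against tubules with the group in the model, and medulla against cortex with the section in the model. The calls and the correlation of fold changes were set beside 20 simulations of unchanged groups that shared the vehicle sums. Principal components were computed on log2 CPM with a prior count of 2.

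The alternatives set before the data were examined were TMM normalization, DESeq2 (version 1.42.0) on the sums, no filter on low counts, no segment left out, the label prefix or the section as a block, cortical or medullary regions alone, regions as replicates with DESeq2 or with limma-voom (version 3.58.1) and the section as a random effect, and leaving out each section in turn. With 1 section left out, a group has 1 sum, which was assumed to vary like the other groups. Thinning of sums to a single total, the difference of effects between medulla and cortex, entospletinib against control, the levels of called probes in the other compartment, and the day 1 change of probes called later were added later. Probes to be named were the 2 that rose and the 2 that fell with the smallest adjusted p between entospletinib and vehicle in tubules on day 14.

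The tests of entospletinib against vehicle on day 14, of the day 14 against the day 1 effect, of medulla against cortex, and of macrophages against tubules were tested on simulated counts with the totals and means of the real sums, in which 200 probes had been changed 2-, 3-, or 4-fold. The other comparisons were not simulated. For entospletinib against vehicle on day 14, edgeR called 41.8%, 98.5%, and 100% of these in tubules with 6 false calls among 20175 probes, and 19.4%, 73.1%, and 90.9% in macrophages with 16 false calls among 17675. For the difference of the day 14 and day 1 effects it called 13.4%, 74.6%, and 86.4% in tubules and 0%, 17.9%, and 33.3% in macrophages. A 2-fold change lies at the log2 threshold of 1, which holds down the share called at 2-fold in the tests that use it. Apart from the changed probes, each simulated probe had a single mean over all groups. The real tubular sums had 1241 calls between entospletinib and vehicle on day 14, so these shares and false calls describe a simpler setting. Sections held 9404235 counts or more in tubules and 117693 or more in macrophages.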

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

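The difference of effects between medulla and cortex, the thinning of sums, and the day 1 change of probes called later were tested only after the first results were seen.

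In tubules the effect of entospletinib on day 14 differed from its effect on day 1 for 570 probes (84 higher and 486 lower on day 14), and on day 7 for 21 probes, all lower. Without vehicle day 14 section 1 all 570 were among 4003 calls, 3001 higher and 1002 lower, and the median log2 fold change of all probes went from 0.32 to 0.47. Day 1 cannot decide whether total counts are the whole cause of the calls between entospletinib and vehicle behind this. The totals of day 1 differed mostly in medullary regions, with 1863750 and 1235205 counts in vehicle and 10109432 and 11699181 in entospletinib sums. Cortical sums held 8104918 and 9488876, and 6614737 and 13455270. Medullary regions alone gave 296 calls on day 1, and the vehicle sums held mostly cortical counts. The values over all regions were as follows. The tubular sums of entospletinib-treated kidneys held 2.02 times the counts of vehicle-treated kidneys on day 1, 1.50 times on day 7, and 1.75 times on day 14. The probes called on day 7 had a median log2 fold change in the direction of the call of 1.48 (SD 0.65 over probes) on day 7 and of at most 0.32 (SD 0.35) on day 1 over the 4 pairings of sections, or 21.5%. For the probes called on day 14 it was 1.35 (SD 0.53) on day 14 and at most 0.24 (SD 0.38) on day 1, or 18.0%. These 2 highest values come from the pairing with the lowest ratio of totals on day 1, 1.56, which is under the ratio of 1.75 on day 14. In the 2 pairings with ratios of 2.52 and 2.35 the day 14 probes had medians of -0.06 (SD 0.43) and 0.04 (SD 0.26). The choice of probes by their calls raises the fold change on the day of the call. Thinning to a single total decides nothing here. It left the median standard error nearly as it was (0.234 before and 0.237 after on day 7, 0.249 and 0.253 on day 14), and 96.0% of the day 7 calls and 95.1% of the day 14 calls were called again. Of the 570 probes, 486 were called again. The weight of single sections stays open. The lowest number for day 14 with 1 of the 8 sections left out was 26.0% of the full number, between the bounds set for a pattern carried by 1 section and for one that is not. It was 148 and 232 without vehicle day 1 section 1 or 2, 225 without entospletinib day 1 section 2, 4003 and 246 without vehicle day 14 section 1 or 2, and 273 and 252 without entospletinib day 14 section 1 or 2. On day 7 edgeR called 0 without entospletinib day 7 section 1 or 2, with 787 and 502 probes at an unadjusted p under 0.05, 3 and 1 without vehicle day 1 section 1 or 2, 60 and 3 without entospletinib day 1 section 1 or 2, and 4 and 9 without vehicle day 7 section 1 or 2. RNA of the macrophage compartment in tubular segments also stays open, as set out under the other observations. The mix of regions stays open too. Sections held 1 medullary and 2 cortical regions on day 1, and 2 of each on day 14. As raw counts were summed, the medulla also weighed less in the vehicle than in the entospletinib sums of day 1. Cortical regions alone gave 27 calls and medullary regions alone 87, from fewer counts and regions. A difference that comes with the time after IRI is an open biological explanation that was not tested separately.

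In macrophages the effect of entospletinib on day 7 differed from that on day 1 for 6 probes and on day 14 for 1 probe. In simulated counts the day 14 test called 33.3% of the macrophage probes changed 4-fold. The numbers lay between 0 and 35 for day 7 and between 0 and 26 for day 14 with 1 section left out. On day 7 they were 31 and 2 without vehicle day 1 section 1 or 2, 35 and 2 without entospletinib day 1 section 1 or 2, 2 without vehicle day 7 section 1, and 0 (1190 at an unadjusted p under 0.05) and 28 without entospletinib day 7 section 1 or 2. On day 14 they were 26 and 0 (954 at an unadjusted p under 0.05) without vehicle day 1 section 1 or 2, 20 without entospletinib day 1 section 1, 5 without vehicle day 14 section 1, and 14 and 22 without entospletinib day 14 section 1 or 2. These few calls do not allow a test of technical explanations, and a difference that comes with the time after IRI stays open and untested.

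The change from control to vehicle on day 1 differed between medullary and cortical tubules for 483 probes, and the change from vehicle to entospletinib on day 1 for 373 probes. The same test gave 16 probes for entospletinib against vehicle on day 7 and 118 on day 14 in tubules, and 49 for vehicle against control on day 14. In macrophages it gave 60 for vehicle against control on day 1 and 2 on day 14, and 27, 9, and 6 for entospletinib against vehicle on days 1, 7, and 14. For the 373 probes 4 technical explanations were tested. The number fell to 5.63% without vehicle section 2, so this pattern may be carried by that section. It was also 77 without entospletinib section 1, 69 without entospletinib section 2, and 468 without vehicle section 1. RNA of the macrophage compartment in medullary tubule segments of vehicle-treated kidneys may contribute. Of 411 probes higher in macrophages in the other groups, at least 89.5% were lower with entospletinib in each pairing of sections. Of the 176 probes higher in tubules, at least 95.5% were higher with entospletinib in each pairing, and 99.4% with all sections. Of all probes, 37.5% were higher with entospletinib. After thinning, 51.6% of the calls were called again on average and between 49.9% and 54.7% over 5 draws, on both sides of the bound of 50%. The median log2 fold change in the direction of the call was 1.48 (SD 0.50 over probes) before and 1.52 (SD 0.57) after thinning, at least 99.7% of the probes kept their direction, and the median standard error rose from 0.30 to 0.39. Between 84.2% and 89.3% kept a log2 fold change above 1 in the direction of the call. These calls rest on the adjusted p alone, which a larger error raises. Thinning leaves the expected share of each probe as it is, so the fold does not exclude total counts, and total counts and a regional effect cannot be told apart. The placement of the medullary regions cannot be told apart either. Of 176 probes that separate medulla and cortex in the other groups, 27.8% moved towards medulla, between the bounds set in advance. A regional response of tubules on day 1 is an open biological explanation that was not tested separately. The other numbers were set beside 1 draw of thinned sums, without a bound set in advance. Of the 483 probes 257 were called again, of the 49 and 118 on day 14 in tubules 13 and 25, of the 16 on day 7 3, of the 60 and 27 in macrophages 4 and 1, and of the 9, 2, and 6 none. These values leave total counts and lost power open, and no other technical explanation was tested. With each section of the compared groups left out in turn, all these numbers moved. In tubules the 483 probes went to 160 or 219 without control section 1 or 2 and to 111 without vehicle section 2, and the 49 to 10 or 28 without control section 1 or 2 and to 29 or 211 without vehicle section 1 or 2. The 16 went to 9 or 0 without vehicle section 1 or 2 and to 1 or 0 without entospletinib section 1 or 2, with 1668 and 4657 probes at an unadjusted p under 0.05 beside the counts of 0 by edgeR, the only tool run here. The 118 went to 25 or 388 without vehicle section 1 or 2 and to 21 or 19 without entospletinib section 1 or 2. In macrophages the 60 went to 17 without control section 1 and to 95 or 22 without vehicle section 1 or 2, the 2 to 1 or 4 without control section 1 or 2, and the 27 to 91 or 7 without vehicle section 1 or 2 and to 6 or 60 without entospletinib section 1 or 2. The 9 went to 3 without vehicle section 1 and to 0 or 25 without entospletinib section 1 or 2, with 704 unadjusted beside the 0. The 6 went to 0 without vehicle section 2 and to 0 or 25 without entospletinib section 1 or 2, with 528 and 691 unadjusted beside the counts of 0.

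On a linear scale, in none of the 14 groups of segments did a total count lie outside the range expected of 6 to 9 segments by Dixon's test. Tubular segments of entospletinib-treated kidneys on day 14 came closest, with 0.480 against a critical value of 0.493. Their lowest segment held 77621 counts and the next 4136936. Very low totals stand out little on a linear scale, and the test was not run on a log scale. It therefore does not exclude segments with exceptionally low totals.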

How the results depend on the processing

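Thinned sums were tried after the first results were seen, and the other alternatives here were set before. The correlation of injury with entospletinib fold changes stayed negative in the alternatives it was computed for in macrophages, and in tubules on days 7 and 14. Apart from the fits that split the vehicle sections, these share the vehicle sums, which alone makes the correlation negative. In macrophages the split fits gave -0.05 and -0.03 on day 1, -0.18 and -0.19 on day 7, and -0.39 and -0.40 on day 14. Simulated unchanged groups with shared vehicle sums averaged -0.37, -0.22, and -0.22 there. On day 1 in tubules the correlation was 0.25 in 1 of the 2 fits that split the vehicle sections between the comparisons and up to 0.16 for single sections, and the covariance of -0.016 with all sections was smaller in size than the -0.033 of unchanged simulated groups. The direction of most calls changed in 24 of 135 comparisons with an alternative that kept all sections and can change the fit, 22 of them in macrophages, and in 18 of 107 fits without 1 section. In tubules it changed for vehicle against control on day 1 (581 higher and 633 lower in medullary regions, 192 and 227 with DESeq2 over regions, 1 and 4 without control section 2) and on day 7 (178 and 189 without control section 2). Without vehicle day 14 section 1 it changed for vehicle against control on day 14 (858 and 2130), entospletinib against vehicle on day 14 (2528 and 746), and the day 14 against the day 1 effect (3001 and 1002), through added calls, since 1200 of 1269, 1172 of 1241, and all 570 calls were called again. Of 192 comparisons of a result with such an alternative, 119 stayed within 1.5 times the number of calls or within the spread between sections. The 4 probes named at day 14 were called in the same direction in all 48 of their alternatives that can change the fit. The cause of the changes was not tested, apart from what an alternative's construction shows.

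With DESeq2 on the sums, the number of calls moved in tubules from 30 to 122 for vehicle against control on day 1, from 211 to 319 for vehicle against control on day 7, from 0 to 3 for entospletinib against vehicle on day 1, from 134 to 217 for entospletinib against vehicle on day 7, from 21 to 110 for the day 7 against the day 1 effect, and from 570 to 1897 for the day 14 against the day 1 effect, and in macrophages from 6 to 10 for the day 7 against the day 1 effect and from 1 to 23 for the day 14 against the day 1 effect. With TMM normalization it moved in tubules from 30 to 16 for vehicle against control on day 1 and from 570 to 1129 for the day 14 against the day 1 effect, and in macrophages from 1 to 3 for the day 14 against the day 1 effect. The scaling also moved the split between directions. Among the day 14 calls between entospletinib and vehicle in tubules, 48.3% were higher with entospletinib under upper quartile normalization, 22.3% under TMM, and 22.5% under DESeq2. Among those between vehicle and control on day 14, 56.1% were higher under upper quartile normalization, 78.3% under TMM, and 76.5% under DESeq2. The median log2 fold change of all probes was 0.33, 0.09, and 0.05 in the first and -0.30, -0.09, and -0.06 in the second of these comparisons. For the day 14 against the day 1 effect in tubules the share of calls with a higher fold change was 14.7%, 4.61%, and 6.17%, and the median of all probes 0.32, 0.08, and 0.01. On day 7 that median was 0.12 under upper quartile normalization and -0.0034 under DESeq2. DESeq2 moved the share of higher calls for vehicle against control from 100% to 65.6% on day 1 and from 171 of 211 calls to 63.3% on day 7 in tubules, and from 66.9% to 56.8% and from 48.7% to 32.5% in macrophages. In macrophages the day 7 and day 14 effects against day 1 rest on few calls, of which 33.3% and 0% were higher under upper quartile normalization, 57.1% and 33.3% under TMM, and 50% and 87.0% under DESeq2.

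With regions as replicates and DESeq2, the number of calls moved in tubules from 30 to 419 for vehicle against control on day 1, from 211 to 467 for vehicle against control on day 7, from 0 to 5 for entospletinib against vehicle on day 1, from 134 to 302 for entospletinib against vehicle on day 7, from 21 to 186 for the day 7 against the day 1 effect, and from 570 to 5268 for the day 14 against the day 1 effect, and in macrophages from 133 to 279 for vehicle against control on day 1, from 6 to 373 for the day 7 against the day 1 effect, and from 1 to 302 for the day 14 against the day 1 effect. The correlation of injury and entospletinib fold changes moved from -0.57 to -0.80 on day 7 in macrophages and from -0.65 to -0.85 on day 14 in macrophages. With limma-voom and the section as a random effect, the number moved in tubules from 30 to 96 for vehicle against control on day 1, from 134 to 77 for entospletinib against vehicle on day 7, from 21 to 8 for the day 7 against the day 1 effect, and from 570 to 164 for the day 14 against the day 1 effect, and in macrophages from 6 to 76 for the day 7 against the day 1 effect and from 1 to 39 for the day 14 against the day 1 effect. Regions of a section resembled each other in tubules, with a within-section correlation of 0.296. In macrophages it was 0.0571, between the values set in advance for a resemblance and for none, so independent and related regions cannot be told apart there.

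Cortical regions alone, with fewer counts and regions, moved the number of calls in tubules from 30 to 5 for vehicle against control on day 1, from 211 to 21 for vehicle against control on day 7, from 1269 to 596 for vehicle against control on day 14, from 134 to 12 for entospletinib against vehicle on day 7, from 1241 to 387 for entospletinib against vehicle on day 14, from 21 to 0 for the day 7 against the day 1 effect, and from 570 to 27 for the day 14 against the day 1 effect, and in macrophages from 133 to 28 for vehicle against control on day 1, from 655 to 378 for vehicle against control on day 7, from 1287 to 793 for vehicle against control on day 14, from 6 to 43 for the day 7 against the day 1 effect, and from 1 to 85 for the day 14 against the day 1 effect, and the correlation from -0.45 to -0.33 on day 1 in macrophages and from -0.65 to -0.53 on day 14 in macrophages. The day 7 difference in cortical tubules had 0 calls by edgeR, the only tool run on these sums, and 363 probes with an unadjusted p under 0.05. The day 7 and day 14 differences in medullary macrophages had 0 calls and 656 and 461 such probes. Medullary regions alone moved the number in tubules from 30 to 1214 for vehicle against control on day 1, from 211 to 347 for vehicle against control on day 7, from 0 to 296 for entospletinib against vehicle on day 1, from 134 to 317 for entospletinib against vehicle on day 7, from 21 to 33 for the day 7 against the day 1 effect, and from 570 to 87 for the day 14 against the day 1 effect, and in macrophages from 133 to 361 for vehicle against control on day 1, from 655 to 389 for vehicle against control on day 7, from 0 to 34 for entospletinib against vehicle on day 1, from 916 to 343 for entospletinib against vehicle on day 7, from 755 to 484 for entospletinib against vehicle on day 14, from 6 to 0 for the day 7 against the day 1 effect, and from 1 to 0 for the day 14 against the day 1 effect, and the correlation from -0.36 to -0.85 on day 1 in tubules and from -0.45 to -0.64 on day 1 in macrophages. Thinned sums moved it in macrophages from 655 to 387 for vehicle against control on day 7, from 1287 to 720 for vehicle against control on day 14, from 916 to 365 for entospletinib against vehicle on day 7, from 755 to 322 for entospletinib against vehicle on day 14, from 6 to 1 for the day 7 against the day 1 effect, from 1 to 5 for the day 14 against the day 1 effect, and from 128 to 56 for medulla against cortex. In macrophages thinning leaves 3960 of 18541 probes to test. The correlation moved from -0.57 to -0.80 on day 7 in macrophages and from -0.65 to -0.84 on day 14 in macrophages. The share of variance on the first principal component moved from 29.6% to 32.6% with thinned sums and to 23.3% over single regions. Without a filter on low counts, the number moved in macrophages from 1 to 2 for the day 14 against the day 1 effect. In tubules the filter removes no probe, and no segment fails quality control, so these alternatives say nothing about stability there.

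The label prefix as a replicate block moved the number of calls in tubules from 30 to 73 for vehicle against control on day 1 and from 21 to 33 for the day 7 against the day 1 effect, and in macrophages from 133 to 252 for vehicle against control on day 1 and from 1 to 14 for the day 14 against the day 1 effect. The labels do not say what sections with the same prefix share. In tubules their deviations had a correlation above 0.1 in 15 of 21 pairs of groups, all those among the groups after IRI, and below -0.1 in the 6 with the control group. Whether the prefix pairs the tubular sums after IRI is open. With the block, 155 and 1298 probes were called between entospletinib and vehicle on days 7 and 14. In macrophages the median correlation was 0.03, with 7 pairs above 0.1, and the prefixes were not taken as pairs.

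With each section of the compared groups left out in turn, the number of calls ranged from 0 to 16 for vehicle against control on day 1, 63 to 367 for vehicle against control on day 7, 681 to 2988 for vehicle against control on day 14, 0 to 0 for entospletinib against vehicle on day 1, 0 to 60 for the day 7 against the day 1 effect, 148 to 4003 for the day 14 against the day 1 effect, 11 to 81 for entospletinib against vehicle on day 7, 639 to 3274 for entospletinib against vehicle on day 14, and 174 to 236 for medulla against cortex in tubules, from 23 to 96 for vehicle against control on day 1, 189 to 402 for vehicle against control on day 7, 641 to 1176 for vehicle against control on day 14, 1 to 7 for entospletinib against vehicle on day 1, 0 to 35 for the day 7 against the day 1 effect, 0 to 26 for the day 14 against the day 1 effect, 58 to 936 for entospletinib against vehicle on day 7, 390 to 746 for entospletinib against vehicle on day 14, and 105 to 145 for medulla against cortex in macrophages, and from 428 to 546 for macrophages against tubules. For entospletinib against vehicle on day 14 in tubules, the highest number came without vehicle section 1 and the lowest without vehicle section 2.

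Alternatives on the limit of quantification and on named genes, gene lists, and markers were not run, since the files mark neither negative probes nor genes. Depth limits the macrophage results. In simulated counts, 73.1% of the macrophage probes changed 3-fold were called between entospletinib and vehicle on day 14, and 17.9% in the test of the day 14 against the day 1 effect.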

Differences from the paper's values

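Where the paper's test took regions as replicates, the values here take sections, unless regions are named. The paper's features are genes left after its background filter, and those here are all probes.

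On day 7 the paper shows about 110 genes higher with entospletinib than with vehicle in tubules in Fig. 4A, read by eye, and 3 probes were called higher here. None of the 13 alternatives set before the data were examined came within 1.5 times of the paper's value, and the closest was DESeq2 with regions as replicates, with 71. The paper shows about 210 genes lower in Fig. 4A, read by eye, and 131 probes were called lower here. The values were within 1.5 times of the paper's with TMM normalization (142), DESeq2 on the sums (204), the label prefix as a block (146), medullary regions alone (255), and DESeq2 with regions as replicates (231). They were not within it without a filter on low counts or with no region left out (131 each), with cortical regions alone (12), with limma-voom over regions (71), or with 1 section left out (11 to 78). On day 14 the 599 higher and 642 lower calls were within 1.5 times of the about 510 and about 710 genes in Fig. 4C, read by eye. The higher calls were outside it with TMM normalization (295), DESeq2 on the sums (328), cortical (69) or medullary (828) regions alone, and without vehicle section 1 (2528) or 2 (157), and the lower calls with DESeq2 on the sums (1130) and cortical regions alone (318).

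The paper's supplementary table of comparisons holds 12661 rows, and 20175 probes were tested here. DESeq2 with regions as replicates tested 20171 probes in tubules, and the other alternatives set before the data were examined tested all 20175, so none came within 1.5 times there. In macrophages 18541 probes were tested, 13172 with cortical regions alone, 9439 with medullary regions alone, and 7383 with DESeq2 and regions as replicates. The paper's text gives the same number as the number of cells in its ROIs.

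The supplementary table was at hand only in part, 1999 of its rows for 3 comparisons and 410 for vehicle against control on day 14, so the paper's shares refer to those rows. For macrophages against tubules, the paper's share of features called is 8.20% of the rows at hand, and 2.39% of the probes were called here. For vehicle against control in tubules, the paper's shares are 5.05% on day 1, 5.70% on day 7, and 17.3% on day 14, and those here 0.149%, 1.05%, and 6.29%. Of the alternatives set before the data were examined, medullary regions alone (6.02%) came within 1.5 times on day 1, and leaving out vehicle section 1 (14.8%) on day 14. The others, DESeq2 with regions as replicates among them (2.08%, 2.32%, and 7.07%), did not. No alternative set before the data were examined did for macrophages against tubules or for day 7. Thinned sums, tried later, gave 372 calls among 4953 probes tested for macrophages against tubules. That share is within 1.5 times of the paper's because fewer probes could be tested, since 482 of 20175 were called before thinning.

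The paper gives a higher number of ROIs than the 46 that the sample labels name.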

Other observations

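The thinning of sums, the comparison of entospletinib with control, the levels in the other compartment of the same section, and the compartment lists between vehicle and control were added after the first results were seen.

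Entospletinib-treated kidneys were also compared with uninjured controls. In tubules edgeR called 25 probes on day 1, all higher with entospletinib, and 0 on days 7 and 14, with 583 and 405 probes at an unadjusted p under 0.05. DESeq2 called 103, 5, and 6. In macrophages edgeR called 13 probes on day 1 and 0 on days 7 and 14, with 773 and 989 at an unadjusted p under 0.05, and DESeq2 called 20, 0, and 0. With 2 sections per group, 0 calls do not show that these kidneys are alike.

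Chance as the origin of the differences between compartments and between regions can be excluded at the level that 40 splits allow. The real split of macrophages and tubules gave 482 calls and the highest of the other splits 2, for medulla and cortex in tubules 208 and 0, and in macrophages 128 and 1. In each case 1 of 40 splits, the real one, gave as many calls.

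RNA from the other compartment was tested as an explanation of the calls between entospletinib and vehicle. Lists of probes higher in macrophages (272) and in tubules (36) were taken from the day 1 sums. They come from the same experiment and are not marker genes. In tubules on day 14, at least 97.1% of the macrophage list was lower with entospletinib in each of the 4 pairings of sections, which would follow if vehicle-treated tubular segments held RNA of the macrophage compartment. Such RNA can raise a probe in tubular segments only where macrophage segments hold more of it. Of the 642 probes called lower, 71.8% and 73.1% were higher in the macrophage sum than in the tubular sum in the 2 vehicle sections, short of the 80% set in advance, beside 52.1% and 60.1% of all probes. RNA of the macrophage compartment and a change in tubular cells cannot be told apart. The same holds on day 7, where the shares were 73.5% of the list in the lowest pairing and 60.3% and 66.4% of the 131 probes called lower, beside 45.9% and 42.4% of all probes.

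In macrophages, at least 77.8% of the tubule list on day 14 and 61.1% on day 7 were higher with entospletinib in the lowest pairing, under the bound of 80%, and a change in macrophages and tubular RNA in their segments cannot be told apart for these calls. Among the 468 probes called higher on day 14, 91.5% and 94.7% were at a higher level in the tubular sum of the 2 entospletinib sections, beside 57.8% and 60.7% of all probes, so RNA of the tubular compartment in macrophage segments may explain the higher calls of day 14. On day 7 the shares of the 475 probes were 48.6% and 92.4%, beside 55.0% and 63.3% of all probes, and the 2 sections part. Total counts also stay open. After thinning, 33.7% of the day 7 calls and 30.6% of the day 14 calls in macrophages were called again on average, between the bounds of 10% and 50%, and lost power and a difference of depth cannot be told apart. Among the calls that could still be tested, the median log2 fold change in the direction of the call went from 1.44 (SD 0.44 over probes) to 1.38 (SD 0.61) on day 7 and from 1.40 (SD 0.50) to 1.47 (SD 0.72) on day 14 with thinning. The median standard error rose from 0.31 to 0.50 and from 0.28 to 0.52. Between 76.0% and 80.3% of them on day 7 and between 79.0% and 83.5% on day 14 kept a log2 fold change above 1 in the direction of the call. Part of the calls thus ended at that threshold, and the others by their adjusted p or because too few counts were left to test them. As thinning leaves expected shares as they are, the fold does not exclude total counts.

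The same lists moved between vehicle and control, where no bound had been set. In tubules 98.5% of the macrophage list was higher in vehicle-treated than in control kidneys on day 14 (median log2 fold change 1.27, SD 0.87 over probes), beside 29.2% of all probes, and 96.0% on day 7 (0.50, SD 0.52), beside 48.2%. In macrophages 97.8% of the macrophage list and 13.9% of the tubule list were higher on day 14, beside 47.4% of all probes, and 95.2% and 30.6% on day 7, beside 52.8%. RNA of the other compartment thus stays open for the calls between vehicle and control, and for the probes that these share with the calls between entospletinib and vehicle.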
